# Psychological stress-induced systemic corticosterone directly sabotages intestinal stem cells and exacerbates colitis

**DOI:** 10.1038/s41421-025-00796-y

**Published:** 2025-05-13

**Authors:** Xiaole Sheng, Lanfei Jin, Zhengrong Yao, Jiaji Gu, Longtao Zhu, Andi Huang, Junxuan Peng, Xin Xu, Xiaolong Ge, Wei Zhou, Jinghao Sheng, Zhengping Xu, Rongpan Bai

**Keywords:** Intestinal stem cells, Mechanisms of disease

## Abstract

Psychological stress has profound impacts on the gastrointestinal tract via the brain‒gut axis. However, its effects on intestinal stem cells (ISCs) and the resulting implication for intestinal homeostasis remain poorly understood. Here, we observed a notable reduction in both the quantity and proliferative capacity of ISCs under chronic stress conditions, driven by elevated levels of corticosterone resulting from activation of the hypothalamic‒pituitary‒adrenal (HPA) axis. Mechanistically, corticosterone directly interacts with its receptor, nuclear receptor subfamily 3 group c member 1 (NR3C1), leading to increased expression of FKBP prolyl isomerase 5 (FKBP5) in ISCs. Subsequently, FKBP5 negatively regulates AKT activation by facilitating its dephosphorylation at Ser473, ultimately enhancing nuclear translocation of forkhead box O (FoxO) and inhibiting ISC proliferative activity. Consequently, ISC dysfunction contributes to the stress-driven exacerbation of DSS-induced colitis. Collectively, these findings reveal an intrinsic brain-to-gut regulatory pathway whereby psychological stress impairs ISC activity via corticosterone elevation, providing a mechanistic explanation for stress-enhanced susceptibility to colitis.

## Introduction

The gut‒brain axis describes a complex bidirectional communication network that interconnects the brain’s emotional and cognitive centers with peripheral intestinal functions^1^. This intricate connection primarily relies on the central nervous system (CNS), the autonomic nervous system (ANS), hypothalamic‒pituitary‒adrenal (HPA) axis, and the enteric nervous system (ENS)^2^. Maladaptation to stress has been identified to disrupt the operation of these systems, thus leading to the disturbances in the brain-to-gut communication^3^. Consequently, individuals experiencing psychological stress often demonstrate physiological gut dysfunctions, including alterations in motility, secretion, and intestinal permeability^4–6^, and also face an increased risk for various gastrointestinal disorders, such as inflammatory bowel disease (IBD), irritable bowel syndrome (IBS) and other functional diseases^7–9^, highlighting the wide-ranging impact of psychological stress on gut health.

Intestinal stem cells (ISCs) are highly proliferative cells that fuel the continuous renewal of the intestinal epithelium and play a critical role in maintaining intestinal homeostasis^10^. Any disturbance that compromises the activity and function of ISCs would sensitize the intestinal epithelium to other environmental stimuli, potentially predisposing individuals to gastrointestinal disorders^11^. It is widely acknowledged that the unique properties and functions of somatic stem cells render them particularly susceptible to stressors^12–17^. However, the specific effects of psychological stress on ISC behaviors and the resulting implication for intestinal homeostasis remain poorly understood. More recently, a study has reported that the stress-induced microbial dysbiosis disrupts the intestinal cell lineage commitment^18^. Additionally, Hou et al. described a diet-microbial metabolism feedforward loop that assists in maintaining ISCs during stress^19^. These findings emphasize the critical role of the gut microbiome in linking psychological stress to ISCs. Despite the involvement of microbiota as an extrinsic cue, little is known about whether and how intrinsic responses in the organism contribute to relaying psychological stress influences to ISC population.

In this study, we revealed an intrinsic brain-to-gut regulatory pathway through which psychological stress impedes ISC behaviors via the HPA axis activation. Furthermore, we elucidated that the stress-induced systemic factor, corticosterone, directly diminishes both the quantity and proliferative activity of ISCs through its receptor NR3C1. We also demonstrated that ISC dysfunction is partially responsible for the stress-driven exacerbation of colitis. These findings provide a novel mechanistic insight into the brain‒gut connection and underscore corticosterone as a pivotal mediator connecting psychological stress to ISC dysfunction, thereby increasing susceptibility to developing colitis.

## Results

### Chronic stress leads to ISC impairment

To investigate the influence of psychological stress on intestinal homeostasis, we first employed a well-established mouse model of prolonged psychological stress known as chronic restraint stress (CRS) in C57BL/6 J mice (Supplementary Fig. S1a). As previously reported^20^, the mice subjected to CRS experienced significant weight loss (Supplementary Fig. S1b) and exhibited increased immobility time in the forced swimming test (FST) (Supplementary Fig. S1c), indicating depression-like behavior. To determine the impact of CRS on gut homeostasis, we subsequently examined the small intestine of these mice and observed a significant reduction in intestinal length (Supplementary Fig. S1d). Further examination of the small intestine revealed a shortened crypt depth, a mild reduction in villus height, and a notable decrease in the numbers of Ki-67- and EdU-positive cells in the intestinal crypts (Fig. 1a‒f; Supplementary Fig. S1e), demonstrating that the proliferative capacity of the intestinal cells was impaired. Along with the reduction in villus height, a slight decrease in the number of alkaline phosphatase (Alpi)^+^ enterocyte was observed in the CRS-treated mice (Supplementary Fig. S1f, g). However, CRS had no effects on the frequency of periodic acid-Schiff (PAS)^+^ secretory goblet cells, lysozyme (Lyz)^+^ Paneth cells and chromogranin A (ChgA)^+^ enteroendocrine cells per crypt-villus unit of the small intestine (Supplementary Fig. S1h‒m).

**Fig. 1:**
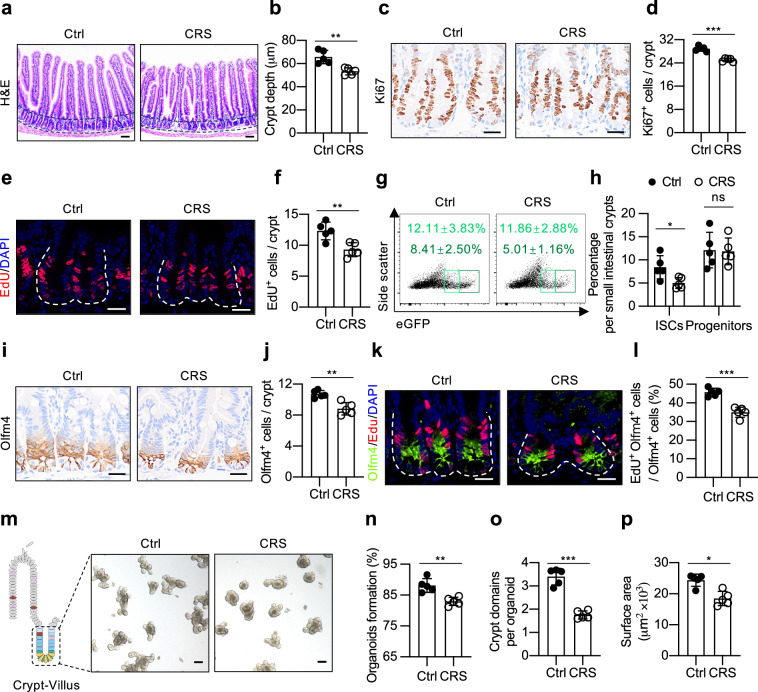
Chronic stress impairs intestinal stem cells (ISCs). **a**, **b** Hematoxylin and eosin (H&E) staining (**a**) and quantification of crypt depth (**b**) in the jejuna of control (Ctrl) and chronic restraint stress (CRS)-treated mice (*n* = 5). Scale bar: 50 µm. **c**, **d** Ki-67 staining (**c**) and quantification of Ki-67^+^ cells per crypt (**d**) in the jejuna of the Ctrl and CRS-treated mice (*n* = 5). Scale bar: 20 µm. **e**, **f** 5-Ethynyl-2’-deoxyuridine (EdU) staining after pulse labeling for 1.5 h (**e**) and quantification of EdU^+^ cells per crypt (**f**) in the jejuna of the Ctrl and CRS-treated mice (*n* = 5). Scale bar: 20 µm. **g**, **h** Representative flow cytometric plots showing Lgr5-EGFP^+^ cells (**g**) and quantification of the percentage of ISCs (Lgr5-EGFP^High^) and progenitor cells (Lgr5-EGFP^Low^) (**h**) in the small intestine of the Ctrl and CRS-treated *Lgr5-EGFP-IRES-creERT2* mice (*n* = 5). **i**, **j** Olfm4 staining (**i**) and quantification of Olfm4^+^ cells per crypt (**j**) in the jejuna of the Ctrl and CRS-treated mice (*n* = 5). Scale bar: 20 µm. **k**, **l** EdU and Olfm4 co-staining (**k**) and quantification of the proportion of EdU^+^ Olfm4^+^ cells (**l**) in the jejuna of the Ctrl and CRS-treated mice (*n* = 5). Scale bar: 20 µm. **m**‒**p** Representative images of day 4 organoids (**m**) and quantification of organoid formation (**n**), bud number (**o**) and surface area (**p**) from the Ctrl and CRS-treated mice (*n* = 5). Scale bar: 100 µm. The data are presented as the mean ± SD. The statistical analysis was performed by an unpaired two-tailed Student’s *t*-test for normally distributed data or the Mann‒Whitney test for non-normally distributed data. ns, *p* ≥ 0.05, *p < 0.05, **p < 0.01, ***p < 0.001.

To validate these observations, we employed another stress model, chronic unpredictable stress (CUS), which similarly resulted in significant reduction in body weight, small intestinal length, crypt depth (Supplementary Fig. S2a‒e), as well as the numbers of Ki-67-positive cells (Supplementary Fig. S2f, g). In contrast to CRS, CUS exposure did not impact the numbers of Alpi^+^ enterocytes, which may be attributed to the unchanged villus length observed in CUS-treated mice (Supplementary Fig. S2h‒j). However, similar to CRS, CUS did not affect PAS^+^ secretory goblet cells, the frequency of Lyz^+^ Paneth cells, or ChgA^+^ enteroendocrine cells (Supplementary Fig. S2k‒p). These findings suggest that the chronic stress exposure minimally affects the differentiation of epithelial cell types in the small intestine.

To determine whether chronic stress affects ISCs, thus contributing to the alteration of intestinal homeostasis, we conducted CRS experiments in *Lgr5-EGFP-IRES-creERT2* knock-in mice, which enabled us to analyze Lgr5-EGFP^hi^ ISCs and their daughter, more differentiated EGFP^low^ progenitors using flow cytometry^21^. Compared to the nonstressed controls, the stressed mice exhibited an approximately 1.5-fold decrease in the frequency of Lgr5-EGFP^hi^ ISCs (5.01% ± 1.16% vs. 8.41% ± 2.50%), while no significant difference was observed in the frequency of differentiated EGFP^low^ progenitors between the two groups (Fig. 1g, h). To validate this observation, we performed direct immunofluorescence staining for GFP on intestinal tissues from these mice. Consistent with the flow cytometric results, immunostaining revealed a significant reduction in both the frequency of GFP-positive crypts and the number of GFP^+^ ISCs per crypt of CRS-exposed mice (Supplementary Fig. S3a‒c). These results were further supported by the phenotypic analysis of ISCs via immunohistochemical staining of olfactomedin 4 (Olfm4) (Fig. 1i, j; Supplementary Fig. S2q, r), another established marker coexpressed in Lgr5^+^ ISCs in the mouse small intestine^22^. Moreover, co-staining of ISCs with Ki-67 or EdU revealed pronounced inhibition of their proliferative activity in response to chronic stress (Fig. 1k, l; Supplementary Fig. S3d). Additionally, this inhibitory effect of CRS on small intestinal stem cell was also observed in colonic stem cells (Supplementary Fig. S3e‒h). Collectively, these data demonstrate that chronic stress impairs the proliferative capacity of ISCs, leading to a reduction in their number.

To further evaluate the effect of stress on ISC function, we isolated small intestinal crypts from both stressed and nonstressed mice and tested their clonal, multipotent organoid formation and budding capacities ex vivo. The results showed that, compared with those in the control group, the crypts in the stressed mice exhibited a diminished ability to form organoids (Fig. 1m, n). Moreover, the bud numbers and overall sizes of these organoids were notably decreased (Fig. 1o, p), confirming that stress impaired the activity of stem cells within crypts, as only stem cells are capable of self-renewing and differentiating into various cell types required for organoid formation and maintenance^23^. Notably, during subcloning, there was no significant difference in the generation of secondary organoids from dissociated crypt-derived primary organoids between the CRS-treated and control groups (Supplementary Fig. S3i‒l), suggesting that the stress-induced impairment in ISCs might be reversible when the stressor has been eliminated.

Taken together, these findings reveal that chronic stress can impair ISCs, thereby affecting intestinal homeostasis.

### Adrenalectomy (ADX) eliminates the effect of stress on ISCs

One fundamental mechanism of chronic, sustained stress exposure is to activate the HPA axis or the sympathetic‒adreno-medullar (SAM) axis, which leads to the release of stress hormones or catecholamines, respectively, from the adrenal glands^24^. To investigate whether these systemic factors can transmit the effects of stress to intestinal homeostasis, we removed both adrenal glands from wild-type (WT) mice. After 1-week recovery period following surgery, these mice were subjected to CRS treatment for 3 weeks (Supplementary Fig. S4a). While adrenalectomy itself did not significantly impact the mouse weight, both the sham-operated (sham) mice and the adrenalectomized mice experienced a similar degree of weight loss during CRS exposure (Supplementary Fig. S4b). Consistent with the observations in the WT mice, CRS induced a notable reduction in intestinal length in the sham mice. However, this inhibitory effect was effectively reversed in the adrenalectomized mice (Supplementary Fig. S4c). Furthermore, ADX appeared to prevent the shortening of crypt depth, the reduction in villus height, and the decrease in Ki-67-positive cells induced by CRS treatment, as shown by morphological analyses (Fig. 2a‒d; Supplementary Fig. S4d).

**Fig. 2:**
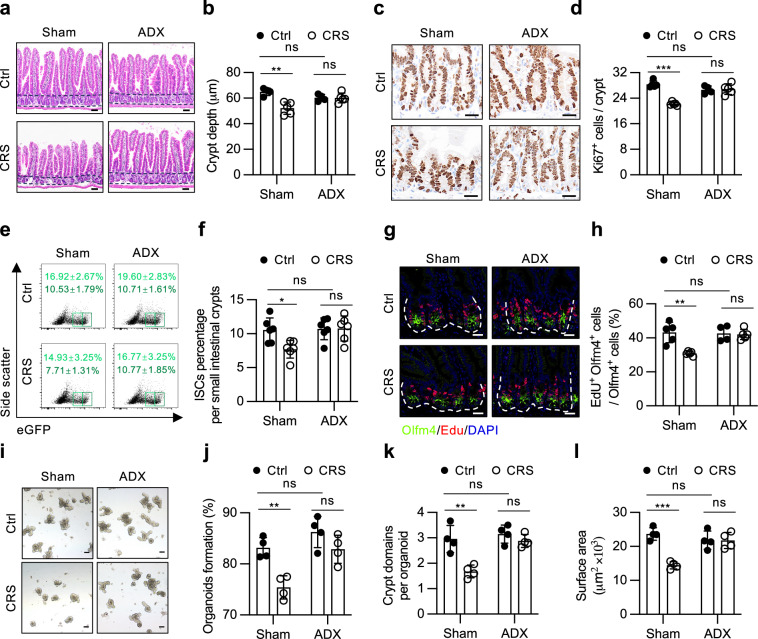
Removal of adrenal glands counteracts the effect of stress on ISCs. **a**, **b** H&E staining (**a**) and quantification of crypt depth (**b**) in the jejuna of Sham + Ctrl (*n* = 4), Sham + CRS (*n* = 5), ADX + Ctrl (*n* = 4) and ADX + CRS (*n* = 5) mice. ADX adrenalectomize. Scale bar: 50 µm. **c**, **d** Ki-67 staining (**c**) and quantification of Ki-67^+^ cells per crypt (**d**) in the jejuna of Sham + Ctrl (*n* = 5), Sham + CRS (*n* = 5), ADX + Ctrl (*n* = 4) and ADX + CRS (*n* = 5) mice. Scale bar: 20 µm. **e**, **f** Representative flow cytometric plots for Lgr5-EGFP^+^ cells (**e**) and quantification of the percentage of ISCs (Lgr5-EGFP^High^) (**f**) in the small intestine of the Sham + Ctrl, Sham + CRS, ADX + Ctrl and ADX + CRS *Lgr5-EGFP-IRES-creERT2* mice (*n* = 6). **g**, **h** EdU and Olfm4 staining (**g**) and quantification of the proportion of EdU^+^ Olfm4^+^ cells (**h**) in the jejuna of the Sham + Ctrl (*n* = 5), Sham + CRS (*n* = 5), ADX + Ctrl (*n* = 4) and ADX + CRS (*n* = 5) mice. EdU (0.2 mg/25 g body weight) was administered to mice 1.5 h prior to sacrifice. Scale bar: 20 µm. **i**‒**l** Representative images of day 4 organoids (**i**) and quantification of organoid formation (**j**), bud number (**k**) and surface area (**l**) from the Sham + Ctrl, Sham + CRS, ADX + Ctrl and ADX + CRS mice (*n* = 4). Scale bar: 100 µm. The data are presented as the mean ± SD. The statistical analysis was performed by an unpaired two-tailed Student’s *t*-test for normally distributed data or the Mann‒Whitney test for nonnormally distributed data. ns, *p* ≥ 0.05, *p < 0.05, **p < 0.01, ***p < 0.001.

To determine whether the adrenal glands participate in the detrimental effect of stress on ISCs, we further performed ADX on *Lgr5-EGFP-IRES-creERT2* knock-in mice and subjected them to CRS. Flow cytometry revealed that, under stress conditions, the reduced frequency of Lgr5-EGFP^hi^ ISCs observed in the small intestine of sham mice was roughly reversed in the ADX mice (Fig. 2e, f; Supplementary Fig. S4e). These findings were further validated by immunostaining for Olfm4 and GFP, which confirmed the recovery of ISCs number in ADX mice under stress (Supplementary Fig. S4f‒j). Importantly, the percentage of proliferative ISCs, as indicated by EdU^+^Olfm4^+^ or GFP^+^Ki-67^+^ cells, in the stressed ADX mice also returned to levels similar to those observed in nonstressed controls (Fig. 2g, h; Supplementary Fig. S4k). Furthermore, immunofluorescence staining for GFP and Ki67 in colonic sections revealed that ADX also restored both the numbers and proliferative activity of colonic stem cells, which were reduced by CRS (Supplementary Fig. S4l‒o).

Using an ex vivo organoid system, we further confirmed that ADX also effectively restored the regenerative capacity of the small intestinal crypts suppressed by stress (Fig. 2i‒l). Collectively, these data suggest that the adrenal glands mediate the detrimental effect of stress on intestinal stem cells.

### Corticosterone relays the effect of stress to ISCs

Psychological stressors activate the adrenal glands to release stress hormones and catecholamines into the bloodstream (Supplementary Fig. S5a)^13,24^. In line with this, we observed an increase in the corticosterone concentration and a trend toward increased noradrenaline levels in the blood of the CRS-exposed mice (Supplementary Fig. S5b, c). To investigate whether these hormones can mediate the effect of stress on intestinal homeostasis, we administered corticosterone or noradrenaline to WT mice via intraperitoneal injection (Fig. 3a, b; Supplementary Fig. S5d). Interestingly, only the mice treated with corticosterone, and not those treated with noradrenaline, displayed similar alterations in small intestinal homeostasis as those induced by CRS. These changes included shortened crypt depth, a notable decrease in Ki-67-positive cells, and a reduction in the numbers of Lgr5- or Olfm4-positive ISCs in the small intestinal crypts (Fig. 3c‒j; Supplementary Fig. S5e‒m). Furthermore, treatment with corticosterone not only decreased the number of small intestinal stem cells but also suppressed their proliferative capacity, as evidenced by the reduction in frequency of EdU^+^Olfm4^+^ or GFP^+^Ki-67^+^ cells (Fig. 3k‒m; Supplementary Fig. S5n). A similar effect was observed in colonic stem cells as well (Supplementary Fig. S5o‒r).

**Fig. 3:**
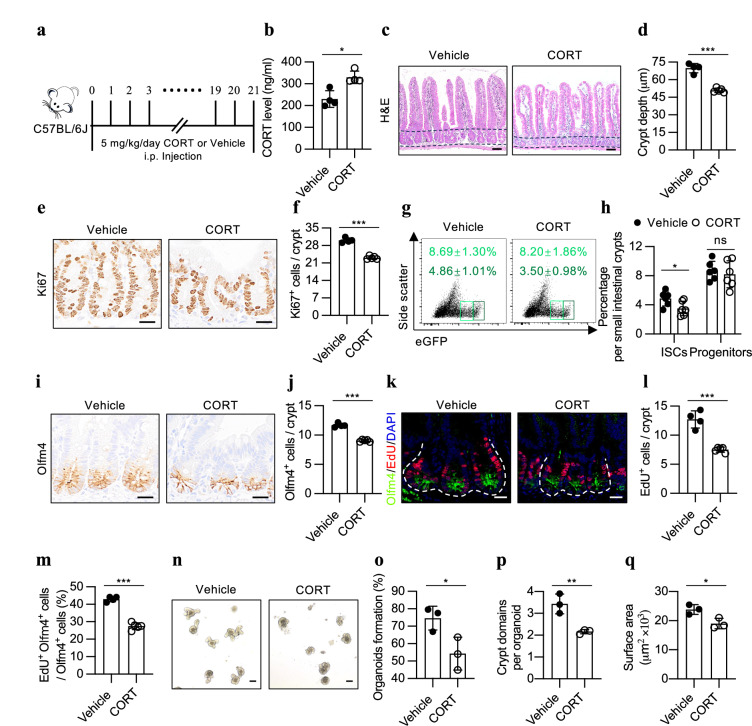
Corticosterone reproduces the effect of stress on ISCs. **a** Schematic representation of CORT administration. C57BL/6 mice were injected intraperitoneally with CORT (5 mg/kg) or vehicle once daily for 3 weeks at varying times of the day. CORT corticosterone. **b** Plasma CORT levels in mice measured 3 h after a single vehicle or CORT injection (*n* = 4). **c**, **d** H&E staining (**c**) and quantification of crypt depth (**d**) in the jejuna of the vehicle (*n* = 4) and CORT-treated (*n* = 5) mice. Scale bar: 50 µm. **e**, **f** Ki-67 staining (**e**) and quantification of Ki-67^+^ cells per crypt (**f**) in the jejuna of the vehicle (*n* = 4)- and CORT-treated (*n* = 5) mice. Scale bar: 20 µm. **g**, **h** Representative flow cytometric plots showing EGFP^+^ cells (**g**) and quantification of the percentage of ISCs (Lgr5-EGFP^High^) and progenitor cells (Lgr5-EGFP^Low^) (**h**) in the small intestine of the vehicle- and CORT-treated *Lgr5-EGFP-IRES-creERT2* mice (*n* = 6). **i**, **j** Olfm4 staining (**i**) and quantification of Olfm4^+^ cells per crypt (**j**) in the jejuna of the vehicle (*n* = 4)- and CORT (*n* = 5)-treated mice. Scale bar: 20 µm. **k**‒**m** EdU and Olfm4 co-staining (**k**), quantification of EdU^+^ cells per crypt (**l**) and the percentage of EdU^+^ Olfm4^+^ cells (**m**) in the jejuna of the vehicle- (*n* = 4) and CORT (*n* = 5)-treated mice. EdU (0.2 mg/25 g body weight) was administered to mice 1.5 h prior to sacrifice. Scale bar: 20 µm. **n**‒**q** Representative images of day 4 organoids (**n**) and quantification of organoid formation (**o**), bud number (**p**) and surface area (**q**) from the vehicle- and CORT-treated mice (*n* = 3). Scale bar: 100 µm. The data are presented as the mean ± SD. The statistical analysis was performed by an unpaired two-tailed Student’s *t*-test for normally distributed data or the Mann‒Whitney test for non-normally distributed data. ns, *p* ≥ 0.05, *p < 0.05, **p < 0.01, ***p < 0.001.

Using ex vivo organoid culture system, we further demonstrated that corticosterone treatment led to a notable decrease in the formation of organoids from isolated small intestinal crypts, as well as a reduction in the bud number and overall size of the corresponding organoids (Fig. 3n‒q). Consistent with the observations under stress conditions, the corticosterone-induced effect disappeared in the secondary organoids (Supplementary Fig. S5s‒v), suggesting that the deleterious effect of corticosterone on ISCs is also reversible.

Overall, these data indicate that stress activates the HPA axis to release corticosterone, which does not increase in response to stress in ADX mice (Supplementary Fig. S5w), thus relaying its detrimental effect to ISCs and leading to the disruption of intestinal homeostasis.

### Stress-induced corticosterone directly regulates ISCs via NR3C1

Corticosterone exerts its broad physiological and pathological functions by interacting with the glucocorticoid receptor (GR), also known as NR3C1, a member of the nuclear receptor family of ligand-activated transcription factors^25^. To identify the target cell types of corticosterone, we performed immunofluorescence staining of NR3C1 in the small intestine and observed high expression of this gene in epithelial cells, including ISCs (Supplementary Fig. S6a), suggesting that corticosterone might directly act on ISCs. To assess this hypothesis, we depleted *Nr3c1* in ISCs using the *Lgr5-creERT2* driver in mice and subsequently treated the animals with CRS (Supplementary Fig. S6b‒d). Like in the ADX mice, the *Lgr5-creERT2; NR3C1*^*fl/fl*^ mice also exhibited no reductions in the crypt depth and the Ki-67-positive cell number under stress conditions (Fig. 4a‒d). Moreover, *Nr3c1* depletion in ISCs prevented the stress-induced decrease in their number and proliferative activity (Fig. 4e‒h). Consistent with these findings, the ex vivo organoid culture system revealed that the regenerative capacity of ISCs from the *Lgr5-creERT2; NR3C1*^*fl/fl*^ mice was almost completely restored (Fig. 4i‒l). Therefore, we conclude that stress-elevated corticosterone could directly impair ISC activity by interacting with NR3C1.

**Fig. 4:**
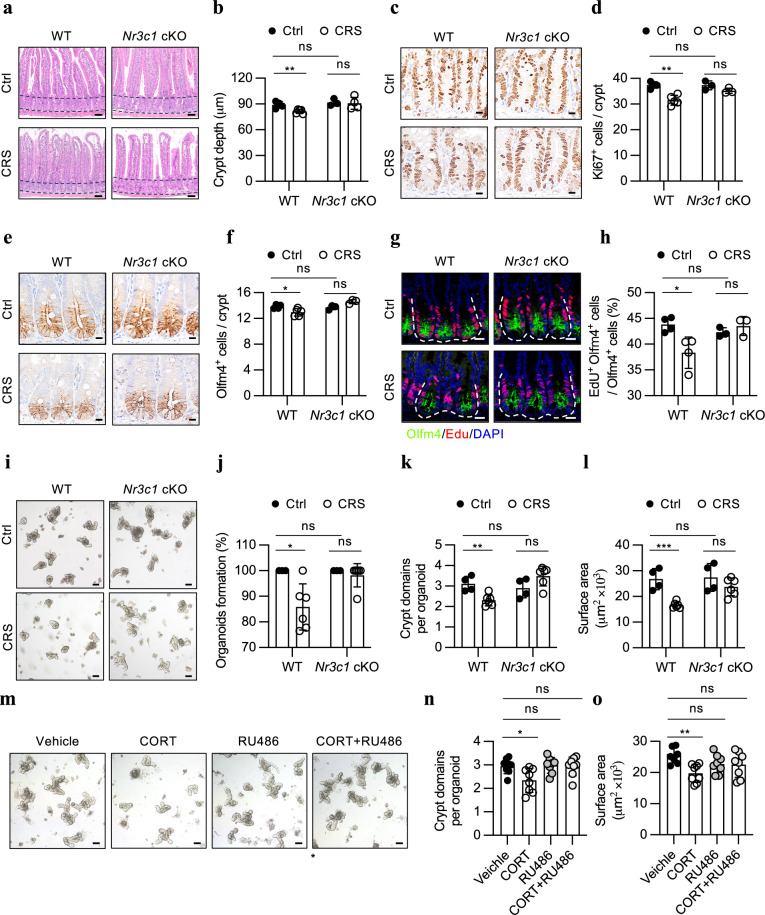
Stress-induced corticosterone impairs ISCs via NR3C1. **a**, **b** H&E staining (**a**) and quantification of crypt depth (**b**) in the jejuna of WT (*Nr3c1*^*fl/fl*^) + Ctrl (*n* = 4), WT + CRS (*n* = 5), *Nr3c1* cKO (*Lgr5;Nr3c1*^*fl/fl*^) + Ctrl (*n* = 3) and *Nr3c1* cKO+CRS (*n* = 4) mice. Scale bar: 50 µm. **c**, **d** Ki-67 staining (**c**) and quantification of Ki-67^+^ cells per crypt (**d**) in the jejuna of the WT + Ctrl (*n* = 4), WT + CRS (*n* = 5), *Nr3c1* cKO + Ctrl (*n* = 3) and *Nr3c1* cKO + CRS (*n* = 3) mice. Scale bar: 10 µm. **e**, **f** Olfm4 staining (**e**) and quantification of Olfm4^+^ cells per crypt (**f**) in the jejuna of the WT + Ctrl (*n* = 4), WT + CRS (*n* = 5), *Nr3c1* cKO + Ctrl (*n* = 3) and *Nr3c1* cKO + CRS (*n* = 3) mice. Scale bar: 10 µm. **g**, **h** EdU and Olfm4 co-staining (**g**) and the proportion of EdU^+^Olfm4^+^ cells per crypt (**h**) in the jejuna of the WT + Ctrl (*n* = 4), WT + CRS (*n* = 4), *Nr3c1* cKO + Ctrl (*n* = 3) and *Nr3c1* cKO + CRS (*n* = 3) mice. EdU (0.2 mg/25 g body weight) was administered to mice 1.5 h prior to sacrifice. Scale bar: 20 µm. **i**‒**l** Representative images of day 4 organoids (**i**) and quantification of organoid formation (**j**), bud number (**k**) and surface area (**l**) derived from the WT + Ctrl (*n* = 4), WT + CRS (*n* = 6), *Nr3c1* cKO + Ctrl (*n* = 4) and *Nr3c1* cKO + CRS (*n* = 6) mice. Scale bar: 100 µm. **m** Representative images of day 4 organoids after ex vivo treatment with 200 μM CORT or 200 μM CORT simultaneously supplemented with 5 μM RU486, an antagonist of the glucocorticoid receptor. Scale bar: 100 µm. Quantification of the bud number (**n**) and surface area (**o**) of the organoids in (**m**) (*n* = 8). The data are presented as the mean ± SD. The statistical analysis was performed by an unpaired two-tailed Student’s *t*-test for normally distributed data or the Mann‒Whitney test for non-normally distributed data. For multiple group comparisons, one-way ANOVA with Dunnett’s multiple comparisons test was used for normally distributed data, and the Kruskal‒Wallis test with Dunn’s multiple comparisons test was used for non-normally distributed data. ns, *p* ≥ 0.05, *p < 0.05, **p < 0.01, ***p < 0.001.

To further confirm the direct regulatory effect of corticosterone on ISCs, we supplemented the culture media with corticosterone in the ex vivo intestinal organoid culture system and found that corticosterone significantly suppressed the growth of intestinal organoids in a dose-dependent manner (Supplementary Fig. S6e‒g). To determine whether this inhibitory effect of corticosterone on organoid growth is mediated by NR3C1, we simultaneously added its antagonist RU486 (mifepristone), and observed an effectively restored growth of intestinal organoids (Fig. 4m‒o). Furthermore, immunofluorescence staining for GFP and Ki67 in these organoids showed that corticosterone treatment significantly reduced the number of GFP-positive cells and their proliferative activity, whereas RU486 treatment effectively reversed these effects (Supplementary Fig. S6h‒j).

Taken together, these findings demonstrate that stress-induced corticosterone can act directly on ISCs to impair their activity via NR3C1.

### Corticosterone alters the ISC transcriptome

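ISCs were sorted by flow cytometry as the cells with the brightest green fluorescent protein (Lgr5-EGFP hi) from small intestinal crypts of *Lgr5-EGFP-IRES-creERT2* mice, in which the protein is made from the locus of the stem cell marker *Lgr5*, and their RNA was sequenced. There were 4 groups with 3 libraries each, namely control mice (Ctrl), mice restrained for 3 h on 1 day (stress), mice injected intraperitoneally with a cyclodextrin solution (vehicle) and mice injected with corticosterone in that solution at 5 mg/kg (CORT). The libraries carry the numbers 1, 2 and 3 in Ctrl, 3, 5 and 6 in vehicle and 2, 4 and 5 in CORT. The stress libraries are numbered 1+2, 3 and 4+5+6, which reads as a pool of cells from several mice in the joined ones. The paper states that both male and female mice were used and does not give the sex for each library. The authors aligned paired 150-bp reads to the mouse genome (mm10) with HISAT2 and deposited a table of estimated counts per gene, with the FPKM and the mean coverage of every gene in each library. A count in that table stood for 75 covered bases, as the StringTie software writes it by default, whereas the methods of the paper name featureCounts, so a count is not a sequenced fragment.
Total counts per library ranged from 16152289 to 16943362 in Ctrl (median 16617146), from 15934907 to 17135770 in stress (median 16872396), from 16465961 to 31280267 in vehicle (median 16889139) and from 29426183 to 69533214 in CORT (median 59689732). CORT was therefore deeper than the other groups by its median, although CORT 5 had fewer counts than vehicle 6, and weakly expressed genes were measured with less counting error in the deeper libraries. A pair of 150-bp reads makes up to 4 counts. A gene without counts in a library could still have had up to 3 read pairs, or 12 counts, which is 0.173 to 0.753 CPM (counts scaled to library size) depending on the library. Reads were not tagged with molecular identifiers, so these limits cover counting error only. Within each group, every pair of libraries differed by more than the sampling noise, with a chi-square per gene of 9.20 to 94.1. A read pair makes up to 4 counts, which raises this value, and separate samples are expected to differ. The value thus describes the spread only.
The counts were normalized for library size and composition with the TMM method of edgeR, genes with few counts were removed with its filterByExpr function, and each pair of groups was tested on its own 6 libraries with edgeR's quasi-likelihood test and Benjamini-Hochberg adjustment. Differentially expressed genes were those with an adjusted p-value below 0.05 and a change above 2-fold, as in the paper. Levels are given as CPM, scaled with these TMM factors, with the mean ± SD of the 3 libraries of a group. The tool, the filter on low counts and the choice of libraries in the fit could each change these numbers.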

To determine the molecular mechanisms driving the deleterious effect of stress on ISCs via corticosterone, we conducted RNA-seq in purified Lgr5-EGFP^hi^ ISCs from the mice subjected to a single exposure to either restraint stress or corticosterone injection (Fig. 5a; Supplementary Fig. S7a) at a stage when no obvious intestinal phenotypic differences were apparent, as suggested by Zhang et al.^13^. Analysis of the expression of signature genes for different types of intestinal epithelial cells confirmed that we successfully enriched ISCs (Supplementary Fig. S7b). 

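Marker genes of 8 cell types were listed with 6 genes each, and the median level of each list was taken in every library. The ISC markers (*Lgr5*, *Olfm4*, *Ascl2*, *Smoc2*, *Slc12a2* and *Axin2*) had a median between 434 and 607 CPM in the 12 libraries. *Olfm4* was the gene with the 2nd highest mean level of all genes, at 7931 ± 473 CPM in Ctrl (SD, n = 3), and *Lgr5* was at 225 ± 19.2 in Ctrl, 212 ± 37.2 in stress, 199 ± 9.43 in vehicle and 148 ± 17.8 in CORT. The other lists were lower in every library. Their medians were between 15.3 and 38.2 CPM for Paneth cells, 29.6 and 128 for goblet cells and 0.620 and 3.98 for enteroendocrine cells. They were at most 1.39 for tuft cells, 0.0622 for blood cells and 0.155 for stromal and endothelial cells. The median of the blood cell markers does not show the level of *Cd74* (named after its values were seen), at 661 ± 330 CPM in Ctrl, 719 ± 589 in stress, 499.8 ± 135 in vehicle and 235 ± 148 in CORT, from 77.8 in CORT 4 to 1397 in stress 3. Among the other blood cell markers, *Ptprc* was at 0 CPM outside stress 4+5+6 (1.10) and the globin genes reached at most 0.124. The level of *Cd74* thus does not by itself show blood cells. Enterocyte markers had a median of 25.1 ± 2.00 CPM in Ctrl, 15.5 ± 2.71 in vehicle and 14.3 ± 6.84 in CORT. In the stress libraries their median was 171 (1+2), 64.3 (3) and 331 (4+5+6), all above the Ctrl libraries. The median log2 fold change of the 6 enterocyte markers was 2.85 in stress vs. Ctrl (6 of 6 higher, limma's camera test, adjusted p = 1.8e-10 over 12 marker tests), and 1.94 without the library 4+5+6. That test takes a preset correlation between genes, and the difference did not pass the threshold with the rotation test fry (adjusted p = 0.127) or with a correlation estimated from the data (adjusted p = 0.235). In CORT vs. vehicle it was -0.03 (3 of 6 higher, adjusted p = 0.324, camera), with an adjusted p of 0.0184 without the library CORT 2, where the median was 0.37. The ISC markers had a median log2 fold change of -0.07 in stress vs. Ctrl (4 of 6 lower, adjusted p = 0.0115, camera). This did not pass the threshold under fry (adjusted p = 0.106) or without stress 4+5+6 (0.0673), and moved most with log2(FPKM + 1) values, to an adjusted p of 0.364. In CORT vs. vehicle the ISC markers had a median of -0.22 (5 of 6 lower, adjusted p = 0.0179, camera), with an adjusted p of 0.0702 under fry and 0.262 with the estimated correlation. Of the 6 ISC markers, 4 are also in the gene lists of Fig. 5b.

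**Figure D1:**
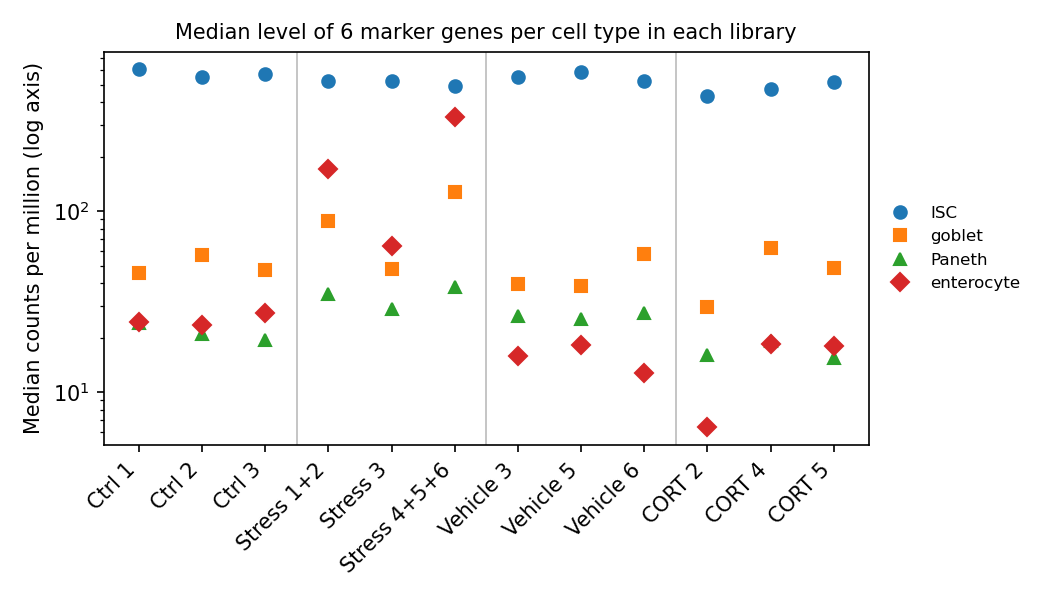
Median level of 6 marker genes of ISCs, goblet cells, Paneth cells and enterocytes, in CPM on a log axis, in each of the 12 libraries. The ISC medians lie between 434 and 607 in all libraries, and the enterocyte medians of the 3 stress libraries, at 171, 64.3 and 331, lie above those of the other 9 libraries.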

Further analysis revealed that both restraint stress and corticosterone treatment dramatically suppressed the expression of stem cell signature genes and classical Wnt target genes as well as various genes known to be involved in the regulation of proliferative activity (Fig. 5b)^26,27^.

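The heatmap of Fig. 5b names 7 stem cell genes, 3 Wnt-related genes and 11 proliferation-related genes. It shows them from these same libraries to report their suppression, so the list tests below are not independent of that choice. In stress vs. Ctrl, the 3 Wnt-related genes had a median log2 fold change of -0.47 (3 of 3 lower, limma's camera test, adjusted p = 7.6e-10 over the 12 tests of this and the pathway lists), the 11 proliferation-related genes had -0.38 (11 of 11 lower, adjusted p = 8.3e-12) and the 7 stem cell genes had -0.09 (6 of 7 lower, adjusted p = 0.0488). In CORT vs. vehicle, the medians were -0.55 for the Wnt-related genes (3 of 3 lower, adjusted p = 0.0137), -0.15 for the proliferation-related genes (11 of 11 lower, adjusted p = 2.9e-04) and -0.35 for the stem cell genes (6 of 7 lower, adjusted p = 0.0047). Under fry, the Wnt-related and proliferation-related genes in stress and the proliferation-related and stem cell genes in CORT stayed below 0.05, and with a correlation estimated from the data the Wnt-related genes in stress did (adjusted p = 0.0351) and no other of these lists. The stem cell genes in stress moved most with the setting, from an adjusted p of 0.0071 with DESeq2 to 0.362 with the estimated correlation, and were at 0.260 without the library stress 4+5+6. The Wnt-related genes in CORT had an adjusted p of 0.0504 without vehicle 5. In a separate list of 43 S phase genes, 8 of them also in Fig. 5b, 35 were lower in stress and 33 higher in CORT.
Single genes changed by different amounts. *Ascl2*, a transcription factor of ISCs and Wnt target (chromosome 7, 142966829 to 142969264, mm10), fell from 144 ± 5.22 to 61.5 ± 7.59 CPM in stress (log2 fold change -1.23, standard error 0.10, adjusted p = 3.4e-04 from edgeR's quasi-likelihood test), and from 161 ± 11.2 to 80.9 ± 24.5 in CORT (log2 fold change -0.998, standard error 0.18, adjusted p = 0.0114). *Pik3ap1* and *Efna3*, listed with the proliferation-related genes, fell by more than 2-fold in both comparisons, with log2 fold changes of -1.05 and -1.19 in stress and -1.94 and -1.50 in CORT. In stress, *Pik3ap1* was at -0.91 without the library stress 4+5+6 (adjusted p = 0.0456) and had adjusted p-values of 0.0977, 0.0833 and 0.0846 without Ctrl 1, Ctrl 2 and Ctrl 3 (1.5e-04 to 0.125 over the alternatives), and *Efna3* had 0.0695 without Ctrl 1 and 0.0649 without Ctrl 3 (5.2e-07 to 0.125). *Ascl2* in CORT had an adjusted p of 0.0588 without CORT 4, and log2 fold changes from -1.25 without CORT 5 to -0.81 without CORT 2. *Efna3* overlaps *Gm15998* on the opposite strand, so its counts are uncertain. *Lgr5*, which overlaps *A930009A15Rik* on the opposite strand, had a log2 fold change of -0.08 in stress (standard error 0.13, adjusted p = 0.823), which is within the spread of the replicates and turned to 0.044 without the library stress 3, and -0.43 in CORT (standard error 0.10, adjusted p = 0.0277). With any 1 of the 6 libraries left out, the adjusted p of *Lgr5* in CORT was between 0.0530 and 0.0723. *Olfm4* did not differ in either comparison (log2 fold changes 0.23 and 0.15, adjusted p = 0.362 and 0.420). *Myc* was lower in stress (log2 fold change -0.47, adjusted p = 0.0332) and had -0.55 in CORT (adjusted p = 0.112). With each library left out, its adjusted p ranged from 0.0180 to 0.153 in stress and from 0.0147 to 0.310 in CORT. Over the alternatives it went up to 0.171 in stress and down to 0.0413 in CORT, so both results depend on the setting.
Adjusted over all genes tested, 1 of 7 stem cell genes (*Hopx*), 2 of 3 Wnt-related genes (*Ascl2* and *Myc*) and 3 of 11 proliferation-related genes (*Ung*, *Pik3ap1* and *Efna3*) had an adjusted p-value below 0.05 in stress, and adjusted over the list alone, 2, 3 and 10 did. In CORT, these numbers were 2 (*Lgr5* and *Cdca7*), 1 (*Ascl2*) and 2 (*Pik3ap1* and *Efna3*) over all genes and 5, 2 and 2 adjusted over the list alone. In stress, *Hopx* and *Ung* reached adjusted p-values of 0.206 and 0.132 with a library left out, and 0.147 and 0.166 over the alternatives.

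**Figure D2:**
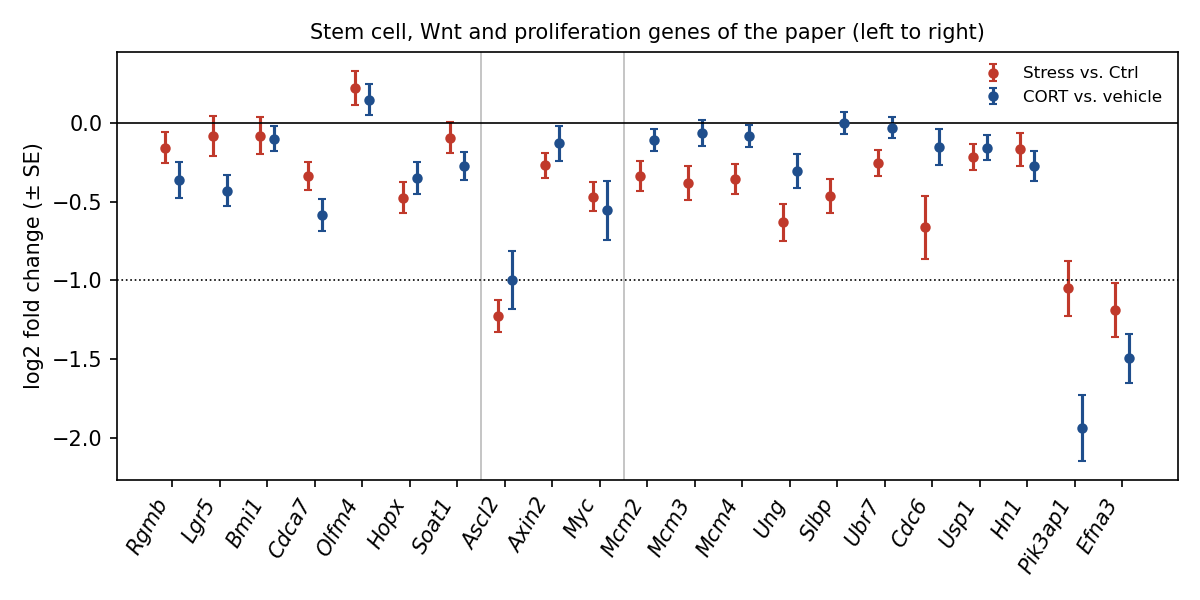
Log2 fold change of the 21 genes of Fig. 5b in stress vs. Ctrl and CORT vs. vehicle, with stem cell genes on the left, Wnt-related genes in the middle and proliferation-related genes on the right. Points are the fitted log2 fold changes of 3 libraries against 3, bars are their standard errors and the dotted line marks a 2-fold decrease, which *Ascl2* (-1.23), *Pik3ap1* (-1.05) and *Efna3* (-1.19) passed in stress.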

**Fig. 5:**
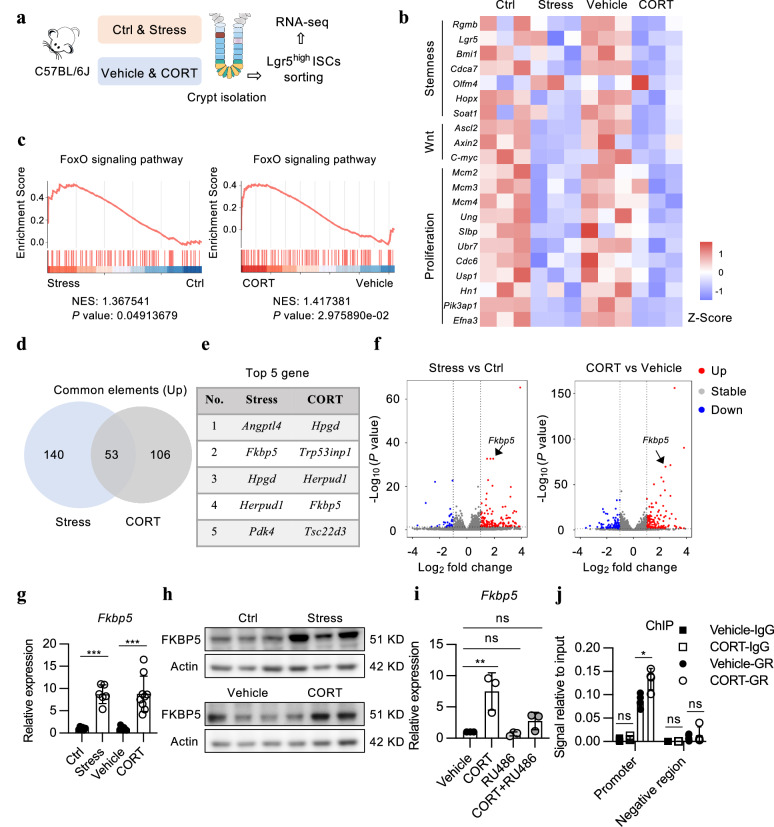
FKBP5 is upregulated by corticosterone in ISCs. **a** Schematic diagram of RNA-seq analysis of ISCs isolated from the small intestine of Ctrl, restraint stress-treated, vehicle-treated and CORT-treated mice. *Lgr5-EGFP-IRES-creERT2* mice were exposed to restraint stress or CORT treatment for 1 day (*n* = 3). The small intestinal crypt fractions were isolated and dissociated into single-cell suspensions. ISCs were sorted by using flow cytometry and subjected to RNA-seq analysis. **b** Heatmap showing the expression of stem cell marker genes, Wnt-related genes and proliferation-related genes in ISCs isolated from the small intestine of Ctrl, restraint stress-treated, vehicle-treated and CORT-treated mice. **c** Gene set enrichment analysis (GSEA) of transcriptome profiles showing high enrichment of FoxO signaling pathway-related genes in ISCs from the stressed (vs. Ctrl) and CORT-treated (vs. vehicle) mice. Differentially expressed gene, > 2-fold; *P*_adj_ value < 0.05. **d** Venn diagram showing overlapping upregulated genes in ISCs from the stress-treated (vs. Ctrl) and CORT-treated (vs. vehicle) mice. **e** Top 5 upregulated genes in ISCs from the stress-treated (vs. Ctrl) and CORT-treated (vs. vehicle) mice. **f** Volcano plots showing the genes differentially expressed in ISCs from the stress-treated (vs. Ctrl) and CORT-treated (vs. vehicle) mice. **g** RT–qPCR analysis of *Fkbp5* expression in the small intestinal crypts from the 1-day restraint stress- and CORT-treated mice. *n* = 6 and 9 mice for the restraint stressed and CORT-treated groups, respectively. **h** Western blotting for FKBP5 in the small intestinal crypts from the 2-day stress- and CORT-treated mice. β-actin was used as a loading control. **i** RT–qPCR analysis of *Fkbp5* expression in intestinal organoids after ex vivo treatment with 200 μM CORT or 200 μM CORT simultaneously supplemented with 5 μM RU486 (*n* = 3). **j** A chromatin immunoprecipitation assay was performed using an antibody against NR3C1 on crypts isolated from the WT mice treated with vehicle or CORT for 1 day (*n* = 4). IgG was used as a negative control, and the enrichment of NR3C1 binding to the *Fkbp5* promoter was quantified using qPCR. The data are presented as the mean ± SD. The statistical analysis was performed by unpaired two-tailed Student’s *t*-test for normally dis*t*ributed data or the Mann‒Whitney test for non**-**normally distributed data and by one-way ANOVA with Dunnett’s multiple comparisons test or the Kruskal**‒**Wallis test with Dunn’s multiple comparisons test for non-normally distributed data. ns, *p* ≥ 0.05, *p < 0.05, **p < 0.01, ***p < 0.001.

Pairwise comparisons between samples [stress vs. control (Ctrl); corticosterone vs. vehicle] were then performed to identify differentially expressed genes (2-fold change, *P*_adj_ < 0.05). 

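In stress vs. Ctrl, 13722 genes had enough counts to be tested, and 84 were higher and 19 lower in stress by more than 2-fold with an adjusted p-value below 0.05 (edgeR's quasi-likelihood test). Without a fold-change threshold, 179 were higher and 81 lower. In CORT vs. vehicle, 14656 genes were tested, 166 were higher and 108 lower in CORT by more than 2-fold, and 533 and 659 at any fold change. All of the genes past both thresholds had all 3 treated libraries beyond all 3 control libraries. Among all genes tested, 20.4% separated the groups in that way in stress and 28.7% in CORT, and chance gives 10%. The biological coefficient of variation between replicates was 18.5% and 19.2%. The number of genes higher in stress moved most with log2(FPKM + 1) values, limma and no filter on low values, to 13. It also depended on single libraries, from 29 genes without Ctrl 3 to 248 without stress 3, and the number of lower genes went from 7 to 30 in the same fits. The number of genes higher in CORT ranged from 104 without CORT 4 to 163 without vehicle 3.
The higher genes with the smallest adjusted p-values were *Angptl4*, *Sgk1*, *Herpud1*, *Ddit4* and *Hpgd* in stress, and *Hpgd*, *Trp53inp1*, *Fkbp5*, *Fut4* and *Herpud1* in CORT. *Angptl4* had a log2 fold change of 3.90 in stress (standard error 0.16, adjusted p = 4.0e-06) and 2.79 in CORT (standard error 0.22, adjusted p = 2.5e-04), and *Hpgd* had 1.48 in stress (standard error 0.10, adjusted p = 1.2e-04) and 3.10 in CORT (standard error 0.11, adjusted p = 4.1e-06). The lower genes with the smallest adjusted p-values were *Slc14a1* (log2 fold change -1.69), *Ascl2*, *Zfpm1* (-1.06), *Lipt2* (-1.03) and *Dbp* (-3.01) in stress, and *Tef* (-2.30), *Fam83e* (-1.01), *Zfpm1* (-1.24), *Dbp* (-4.24) and *Fgfr2* (-1.32) in CORT. Some of these genes are uncertain, since the counting is not stated to use strand. *Herpud1*, *Dbp* and *Tef* overlap a gene on the opposite strand (*Gm15890*, *Sphk2* and *Gm17597*), *Fgfr2* spans *Dmbt1*, and *Zfpm1* overlaps *Gm20388* on its own strand.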

Kyoto Encyclopedia of Genes and Genomes (KEGG) pathway enrichment analysis revealed that the forkhead box O (FoxO) signaling pathway, adipocytokine signaling pathway, and circadian rhythm were enriched in both the restraint stress- and corticosterone-treated groups (Supplementary Fig. S7c‒f). 

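The genes of the FoxO signaling pathway, the adipocytokine signaling pathway and circadian rhythm were listed by hand after the KEGG pathways of the paper, and each list was compared with the genes higher by more than 2-fold, with all genes tested in the same comparison as the background (one-sided Fisher's exact test, adjusted over the 6 tests). Of 105 FoxO pathway genes tested in stress vs. Ctrl, 5 were among the higher genes (*Ccng2*, *G6pc*, *Irs2*, *Pck1* and *Sgk1*; adjusted p = 6.8e-04), as were 4 of 53 adipocytokine pathway genes (*G6pc*, *Irs2*, *Pck1* and *Ppargc1a*; adjusted p = 6.8e-04) and 2 of 28 circadian genes (*Arntl* and *Npas2*; adjusted p = 0.0126). In CORT vs. vehicle, the higher genes held 6 of 106 FoxO pathway genes (*Bcl6*, *Ccng2*, *Cdkn1a*, *Irs1*, *Prkag3* and *Sgk1*; adjusted p = 0.00155), 5 of 56 adipocytokine pathway genes (*Acsl1*, *Irs1*, *Ppara*, *Ppargc1a* and *Prkag3*; adjusted p = 6.8e-04) and 4 of 28 circadian genes (*Arntl*, *Npas2*, *Per1* and *Prkag3*; adjusted p = 6.8e-04). The lists share genes, so the tests are not independent of each other. *Ccng2* and *Sgk1* were the only FoxO pathway genes past both thresholds in both comparisons. In stress, *Ccng2* was below 2-fold without Ctrl 3 (log2 fold change 0.96) and without stress 3 (0.94). Its adjusted p there was 0.0669 with no filter on low counts, so its place depends on single libraries and on the setting. *Sgk1*, a kinase gene on chromosome 10 (21882184 to 21999903), had a log2 fold change of 3.60 in stress (standard error 0.21, adjusted p = 6.7e-05) and 5.80 in CORT (standard error 0.59, adjusted p = 7.2e-04). *G6pc* had no count in any Ctrl library and was at least 6.14-fold higher in stress, set against the 12 counts that a count of 0 allows. *Irs2* overlaps *9530052E02Rik* on the opposite strand and is uncertain. By chance, 0.643 FoxO, 0.324 adipocytokine and 0.171 circadian genes would be among the higher genes in stress, and 1.20, 0.634 and 0.317 in CORT. The setting that moved these tests most was log2(FPKM + 1) with no filter, with an adjusted p of 1 for adipocytokine signaling and the circadian genes in stress and for the circadian genes in CORT. The results in stress rest on few genes. There, the adjusted p of *Pck1* reached 0.204 with a library left out and 0.427 over the alternatives. That of *Ppargc1a* reached 0.0827 and 0.204. In FPKM, *Pck1*, *G6pc* and *Ppargc1a* were highest in stress 4+5+6 and lowest in stress 3, as the enterocyte markers were. *Irs2*, *Ccng2* and *Sgk1* did not have this order. Enterocyte transcripts carried by the stress libraries stay open as a cause for the genes with this order. The adjusted p of the circadian genes ranged from 0.0018 without Ctrl 3 to 0.390 without stress 3, and that of the adipocytokine pathway genes reached 0.129 without Ctrl 1.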

Gene set enrichment analysis (GSEA) further revealed that FoxO and adipocytokine signaling pathway components were significantly upregulated in these two groups (Fig. 5c; Supplementary Fig. S7g, h).

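Across all genes of a list and not only those past the thresholds, the median log2 fold change of the FoxO pathway genes was -0.0021 in stress vs. Ctrl (52 of 105 higher) and 0.0063 in CORT vs. vehicle (55 of 106 higher). Preranked GSEA on the signed root of edgeR's F statistic gave a normalized enrichment score of 1.57 in stress (adjusted p = 0.0105, fgsea) and 1.36 in CORT (adjusted p = 0.0801), adjusted over 12 lists. The camera test gave an adjusted p of 0.125 in stress and 0.534 in CORT, and fry gave 0.0264 and 0.157. The adipocytokine pathway genes had a median of 0.04 in stress (30 of 53 higher), a normalized enrichment score of 1.96 (adjusted p = 6.6e-04, fgsea) and an adjusted p of 0.0096 with camera and 0.0264 with fry. In CORT, their median was 0.06 (32 of 56 higher), the normalized enrichment score was 1.34 (adjusted p = 0.104, fgsea) and the adjusted p was 0.382 with camera and 0.137 with fry. With the correlation between genes estimated from the data, neither list passed the threshold in either comparison, with adjusted p-values of 0.166 and 0.650 for FoxO and 0.0741 and 0.463 for adipocytokine signaling. Over all alternatives, the adjusted p of the FoxO list ranged from 0.0105 to 0.500 in stress and from 0.0801 to 0.948 in CORT. The circadian genes had medians of 0.02 and -0.04 (camera, adjusted p = 0.402 and 0.760), and the direction of the list in CORT reversed without vehicle 5 (adjusted p = 0.729). The lists had members on both sides of 0, and most members had no detectable change. Adjusted over all genes tested, 9 FoxO pathway genes had an adjusted p-value below 0.05 in stress and 19 in CORT, and 18 and 27 adjusted over the list alone. For adipocytokine signaling these numbers were 5 and 15 over all genes and 8 and 19 adjusted over the list alone. For the circadian genes they were 5 and 10, and 9 and 12.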

### Corticosterone impairs ISCs through the FKBP5-AKT-FoxO signaling pathway

The FoxO signaling pathway is involved in various physiological processes, including cell cycle regulation^28^. Indeed, RT‒qPCR confirmed that corticosterone or stress treatment significantly increased the expression of signature genes in the FoxO signaling pathway within the crypt (Supplementary Fig. S8a, b).

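Of 13627 genes tested both in stress vs. Ctrl and in CORT vs. vehicle, 37 were higher by more than 2-fold with an adjusted p-value below 0.05 in both, where 0.854 would be shared by chance (Fisher's exact test, p = 5.7e-53), and 8 were lower in both, where chance gives 0.148 (p = 7.2e-13). The comparisons share no libraries. The 37 higher genes were *Acot5*, *Acot6*, *Adh6a*, *Akr1b7*, *Angptl4*, *Aoc2*, *Arntl*, *Bcar3*, *Ccng2*, *Ddit4*, *E230001N04Rik*, *Eif4ebp3*, *Errfi1*, *Fam43a*, *Fkbp5*, *Herpud1*, *Hif3a*, *Hpgd*, *Il22ra1*, *Klf9*, *N4bp2l1*, *Nfil3*, *Npas2*, *Pdk4*, *Ppargc1a*, *Rnf125*, *Sgk1*, *Slc12a3*, *Sult1d1*, *Tfcp2l1*, *Tmem252*, *Tmem37*, *Trp53inp1*, *Tsc22d3*, *Txnip*, *Ypel2* and *Zbtb16*. The 8 lower genes were *Dbp*, *Efna3*, *Lipg*, *Per2*, *Pik3ap1*, *Slc14a1*, *Tef* and *Zfpm1*. A further 3 genes (*Reg3b*, *St3gal4* and *Apol10a*, named after their values were seen) were higher in stress and lower in CORT, and 0 genes were lower in stress and higher in CORT (23 at an unadjusted p below 0.05 in both). Of 301 genes past the thresholds in either comparison, 251 (83.4%) changed in the same direction in the other. Across all genes, which are not independent replicates, the log2 fold changes of the comparisons had a Pearson's r of 0.28 and a Spearman's rho of 0.27. The number of shared higher genes ranged from 11 with log2(FPKM + 1) and no filter to 91 with no fold-change threshold, and leaving out single libraries gave between 21 genes (without Ctrl 3) and 45 (without stress 3).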

To explore how stress or corticosterone treatment activates the FoxO signaling pathway, we examined the genes that were commonly differentially expressed between the stress- and corticosterone-treated groups, and identified 53 genes with increased expression and 11 genes with decreased expression (Fig. 5d; Supplementary Fig. S7i). Among these candidates, *Fkbp5* was significantly upregulated (Fig. 5e, f), which has been reported to play an important role in regulating the FoxO signaling pathway^29,30^. Therefore, we performed independent experiments using different biological sample sets and confirmed the upregulation of *Fkbp5* in the crypts of small intestine from the mice subjected to stress exposure or corticosterone treatment (Fig. 5g, h). Similarly, the upregulation of FKBP5 induced by stress and corticosterone was also confirmed in the crypts isolated from the colon (Supplementary Fig. S8c, d). Furthermore, we demonstrated that corticosterone enhanced *Fkbp5* transcription through interacting with NR3C1 in the ex vivo organoid system (Fig. 5i). 

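*Fkbp5* (ENSMUSG00000024222) lies on the minus strand of chromosome 17 from 28399095 to 28517524 (mm10) and encodes a chaperone that binds the glucocorticoid receptor. *Gm22146*, a gene on the plus strand, lies within its span. The level of *Fkbp5* was 63.97 ± 5.15 CPM in Ctrl (SD, n = 3), 210 ± 36.5 in stress, 171 ± 28.6 in vehicle and 917 ± 47.6 in CORT. The log2 fold change was 1.72 in stress vs. Ctrl (standard error 0.13, adjusted p = 1.5e-04 from edgeR's quasi-likelihood test) and 2.42 in CORT vs. vehicle (standard error 0.13, adjusted p = 3.9e-05), which placed it 7th and 3rd among the higher genes by p-value. All 3 stress libraries (186, 192 and 252) were above all 3 Ctrl libraries (68.2, 65.5 and 58.2), and all 3 CORT libraries (865, 958 and 927) were above all 3 vehicle libraries (138, 183 and 191). An exact two-sided permutation test of the levels gave p = 0.1 in each comparison, the smallest p that 3 libraries against 3 allow. With each library left out in turn, the log2 fold change stayed between 1.57 and 1.80 in stress and between 2.29 and 2.51 in CORT. The control groups differed too, and *Fkbp5* was higher in vehicle than in Ctrl (log2 fold change 1.42, adjusted p = 4.0e-04). The difference between the changes in stress and in CORT, tested as an interaction over the 12 libraries, was -0.71 (adjusted p = 0.114). It passed the threshold with DESeq2 (-0.70, adjusted p = 0.0134) and with the level of Y transcripts as a covariate, chosen after seeing the data (-0.84, adjusted p = 0.0159), and not under the other alternatives (up to 0.281) or without any 1 library (0.0525 to 0.236), so this null result depends on the setting.
Of the other genes that Fig. 5e ranks highest, *Pdk4* had log2 fold changes of 5.70 in stress and 4.10 in CORT, *Herpud1* had 1.92 and 2.79, *Trp53inp1* had 1.87 and 3.83 and *Tsc22d3* had 1.54 and 2.27, with an adjusted p-value below 0.05 in each case. *Fkbp5* was among the genes higher in both comparisons, and because earlier work reported a role of this gene in regulating the FoxO signaling pathway, the paper took it forward as the link between corticosterone and FoxO signaling.

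**Figure D3:**
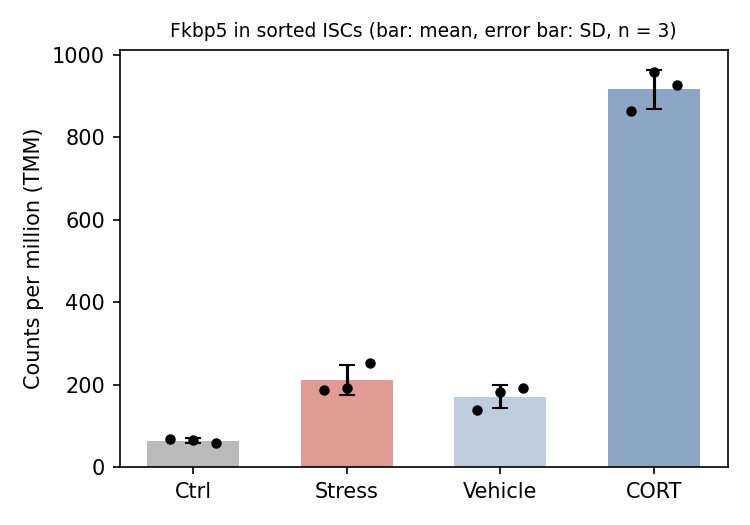
*Fkbp5* level in CPM in the sorted ISCs of Ctrl, stress, vehicle and CORT mice. Bars are the means of 3 libraries, error bars are SDs and points are single libraries. The CORT libraries lie between 865 and 958, and the vehicle libraries (138 to 191) lie above the Ctrl libraries (58.2 to 68.2).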

Meanwhile, we conducted a chromatin immunoprecipitation (ChIP) assay and validated that corticosterone facilitated the binding of NR3C1 to the *Fkbp5* promoter (Fig. 5j).

To determine whether FKBP5 mediates the deleterious effect of corticosterone on ISCs, we supplemented SAFit2, a highly selective FKBP5 inhibitor, along with corticosterone in the ex vivo organoid system, and found that the inhibited growth of intestinal organoids was almost recovered (Fig. 6a‒c). FKBP5 has been reported to form a complex with AKT and PHLPP through its FKBP domain and tetratricopeptide repeat (TRP) domain, respectively, thus facilitating PHLPP-mediated dephosphorylation of AKT at Ser473 and negatively regulating AKT activity^29,31^. This process subsequently leads to the dephosphorylation of FOXO1 and promotes its nuclear translocation^32^. Consistent with these findings, western blotting revealed that corticosterone or stress treatment resulted in a dramatic decrease in the level of p-AKT (S473) in crypts isolated from both the small intestine and the colon (Supplementary Fig. S8e‒h). However, SAFit2 treatment significantly restored the level of p-AKT (S473) and reduced the nuclear translocation of FOXO1 (Fig. 6d‒g), thus ultimately reducing the expression of cell cycle inhibitors, namely *p130* and *p21* (Fig. 6h).

**Fig. 6:**
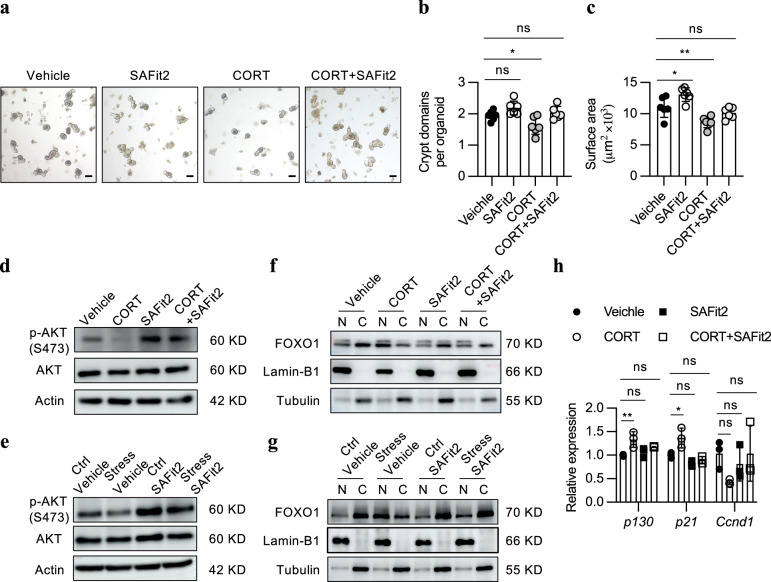
FKBP5-AKT signaling is responsible for the effect of corticosterone on ISCs. **a** Representative images of day 4 organoids after ex vivo treatment with 200 μM CORT, 0.25 μM SAFit2, or 200 μM CORT supplemented with 0.25 μM SAFit2. SAFit2, a highly selective FKBP5 inhibitor. Scale bar: 100 µm. **b**, **c** Quantification of the bud number (**b**) and surface area (**c**) of the organoids in **a** (*n* = 6). **d**, **e** Western blotting for AKT and pAKT (S473) in the small intestinal crypts of the vehicle-treated, CORT-treated (5 mg/kg/day), SAFit2-treated (20 mg/kg/day) and CORT + SAFit2-treated mice (**d**) and in the small intestinal crypts of the Ctrl + vehicle-treated, stress+vehicle-treated, Ctrl + SAFit2-treated and stress+SAFit2-treated mice (**e**). Mice were exposed to those treatments for 2 days. β-actin was used as a loading control. **f**, **g** Western blotting for FOXO1 in nuclear and cytoplasmic proteins isolated from the small intestinal crypts of the vehicle-treated, CORT-treated, SAFit2-treated and CORT + SAFit2-treated mice (**f**) and from the small intestinal crypts of the Ctrl + vehicle-treated, stress + vehicle-treated, Ctrl + SAFit2-treated and stress+SAFit2-treated mice (**g**). Mice were exposed to those treatments for 2 days. Lamin B1 and tubulin were used as nuclear proteins and cytoplasmic protein loading controls, respectively. **h** RT–qPCR analysis of *p130, p21*, and *Ccnd1* expression in small intestinal crypts from the 1-day vehicle-treated, CORT-treated, SAFit2-treated and CORT + SAFit2-treated mice (*n* = 3). The data are presented as the mean ± SD. The statistical analysis was performed by one-way ANOVA with Dunnett’s multiple comparisons test. ns, *p* ≥ 0.05, *p < 0.05, **p < 0.01.

Taken together, these data indicate that stress-induced elevation of corticosterone activates NR3C1 to promote *Fkbp5* transcription and inhibit Akt phosphorylation. The inactivity of AKT subsequently leads to FOXO1 nuclear translocation, which suppresses the proliferative activity of ISCs.

### ISC dysfunction contributes to the stress-driven exacerbation of colitis

Many epidemiological studies have consistently reported an association between psychological stress and IBD^33–35^. Using the dextran sodium sulfate (DSS)-induced colitis model, it has been demonstrated that chronic stress exacerbates colitis severity in mice through mechanisms involving alterations in the gut microbiota and the induction of inflammatory enteric glia^7,20^. Considering the critical role of ISC in epithelial regeneration during intestinal inflammation, we hypothesized that ISC dysfunction leads to the impairment of epithelial repair, which might be one of the key factors contributing to the stress-exacerbated colitis.

To confirm the aggravative effect of chronic stress on intestinal inflammation, we employed the DSS-induced colitis model (Supplementary Fig. S9a). In line with previous reports, chronic stress significantly exacerbated DSS-induced colitis, as evidenced by greater weight loss, a higher disease activity index (DAI) and shorter colon length (Supplementary Fig. S9b‒e). Consistent with these findings, chronic stress also led to aggravated colonic histopathology, characterized by extensive epithelial damage, inflammatory infiltrates, and increased expression of pro-inflammatory cytokines in the mucosal tissue (Supplementary Fig. S9f‒i). Importantly, along with the severe epithelial damage, chronic stress caused a dramatic reduction in both the number of Lgr5-positive cells and the Ki-67-positive frequency in these cells (Supplementary Fig. S9j‒l), suggesting that ISC dysfunction may impair the epithelial repair during inflammation, and contribute to the stress-enhanced susceptibility to colitis.

To test this hypothesis, we induced colitis in CRS-treated *Lgr5-creERT2; NR3C1*^*fl/fl*^ mice. Western blotting revealed that *Nr3c1* deletion significantly restored the level of p-AKT (S473) and reduced the nuclear translocation of FOXO1 in the crypts of stress-treated mice (Supplementary Fig. S10a, b). This restoration prevented the stress-induced decrease in ISC number and proliferative activity (Fig. 4e‒h). Building on this, we analyzed the impact of this restored ISC function by *Nr3c1* deletion on the stress-aggravated colitis (Fig. 7a). The results showed that while ISC-specific *Nr3c1* deletion itself did not affect the severity of DSS-induced colitis, it significantly alleviated the aggravation of colitis severity caused by CRS. Specifically, compared to CRS-treated wild-type mice, ISC-specific *Nr3c1* deletion mice exhibited partial recovery in body weight, a reduced DAI, and restored colon length (Fig. 7b‒e). These improvements were accompanied by a reduction in epithelial damage and inflammatory infiltrates (Fig. 7f‒h). Furthermore, the decline in Lgr5-positive cell numbers and their proliferative capacity in CRS-treated WT mice was substantially reversed in these mice (Fig. 7i‒k).

**Fig. 7:**
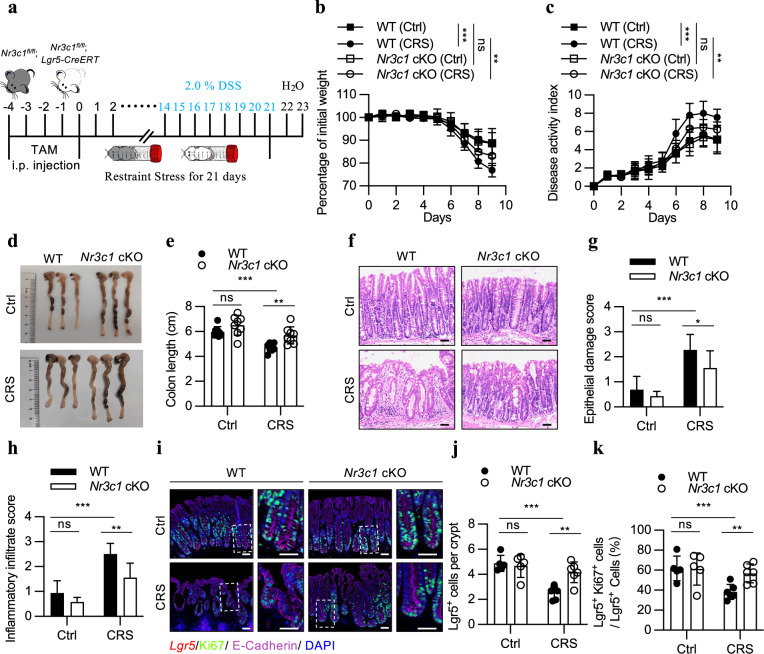
*Nr3c1* deficiency in ISC mitigates the stress-exacerbated colitis. **a** Schematic of the dextran sulfate sodium (DSS)-induced colitis model. WT and *Nr3c1* cKO mice received a 5-day tamoxifen (TAM, 2 mg/25 g body weight) injection. A subset of the mice was were subjected to CRS treatment. During the last week of the three-week CRS treatment, mice were given 2.0% DSS in drinking water for seven days, followed by a 2-day recovery period with normal drinking water. **b**, **c** Body weight (**b**) and disease activity index (DAI) (**c**) of WT (*Nr3c1*^*fl/fl*^) + Ctrl (*n* = 8), WT + CRS (*n* = 9), *Nr3c1* cKO (*Lgr5;Nr3c1*^*fl/fl*^) + Ctrl (*n* = 8) and *Nr3c1* cKO + CRS (*n* = 9) mice during 2.0% DSS treatment. Body weight was monitored daily and expressed as a percentage of the initial body weight. **d**, **e** Representative image of colon (**d**) and quantification of colon length (**e**) of WT + Ctrl, WT + CRS, *Nr3c1* cKO + Ctrl, *Nr3c1* cKO + CRS mice (*n* = 8) after 7-day DSS treatment and 2-day recovery period. **f**‒**h** Representative H&E staining image (**f**), epithelial damage score (**g**), and inflammatory infiltrate score (**h**) of colonic section from WT + Ctrl (*n* = 8), WT + CRS (*n* = 9), *Nr3c1* cKO + Ctrl (*n* = 7), *Nr3c1* cKO + CRS (*n* = 9) mice after 7 days of DSS treatment and a 2-day recovery period. Scale bar: 50 µm. **i** Representative image of in situ hybridization for Lgr5 combined with immunofluorescence staining for Ki67 and the epithelial marker cadherin (E-cadherin) in the colons of Ctrl and CRS-treated mice with 2.0% DSS treatment. Scale bar: 50 µm. **j**, **k** Quantification of percentage of Lgr5^+^ cells per crypt (**j**), and the proportion of Lgr5^+^ cells expressing Ki-67 (**k**) in the colons of WT + Ctrl (*n* = 5), WT + CRS (*n* = 6), *Nr3c1* cKO + Ctrl (*n* = 5) and *Nr3c1* cKO + CRS (*n* = 6). The data are presented as the mean ± SD. The statistical analysis was performed by an unpaired two-tailed Student’s *t*-test for normally distributed data or the Mann‒Whitney test for non-normally distributed data. ns, *p* ≥ 0.05, *p < 0.05, **p < 0.01, ***p < 0.001.

Collectively, although not a complete restoration, ISC-specific *Nr3c1* deletion significantly protected mice from the stress-driven exacerbation of DSS-induced colitis, suggesting that ISC dysfunction is one of major contributors to the worsening of colitis under chronic stress conditions.

## Discussion

Chronic psychological stress profoundly affects the gastrointestinal tract and is strongly associated with the occurrence and development of gastrointestinal disorders^6^. In this study, we identified an intrinsic brain-to-gut pathway that relays the detrimental effect of psychological stress to ISCs and revealed its contribution to the stress-increased susceptibility to colitis. Our findings not only provide new insights into cellular and molecular mechanism through which psychological stress affects intestinal homeostasis but also identify a critical regulator of ISCs at the systemic level, highlighting the importance of mental well-being for gut health.

ISCs are renowned for their remarkable proliferative capacity, which enables them to divide and generate new cells to replenish damaged or lost cells in the intestinal lining^10^. Any disturbance that compromises the activity and function of ISCs would sensitize the intestinal epithelium to other environmental stimuli, potentially laying the foundation for gastrointestinal disorders^11^. In the human population, it has been reported that individuals with a history of mental disorders are more likely to be diagnosed with IBD^36^. Consistently, our study and others clearly demonstrate that chronic stress can facilitate the development of DSS-induced colitis in mice (Supplementary Fig. S9)^7,20^. Importantly, restoration of ISC function by *Nr3c1* deletion significantly mitigates this aggravated effect (Fig. 7), suggesting a critical role for ISC dysfunction in the stress-increased susceptibility to developing colitis. It should be noted that *Nr3c1* deletion only partially ameliorates DSS-induced colitis, indicating the existence of other mechanisms connecting stress to intestinal inflammation. Indeed, it has been reported that chronic stress can also promote intestinal inflammation by disturbing the gut microbiota or inducing inflammatory enteric glia in colonic mucosa^7,20^. Taken together, our study underscores the paramount importance of managing mental health for each individual to lower the risk of impeding intestinal homeostasis and developing intestinal inflammation stemming from ISC dysfunction.

The brain-to-gut regulatory pathway involves intricate neural and hormonal signaling that enables brain to influence the activities of various intestinal effector cells, including epithelial cells, enteric neurons, interstitial cells of Cajal and enterochromaffin cells^2^. Individuals experiencing psychological stress exhibit disturbances in this regulatory process, increasing their susceptibility to gut disorders. For instance, a recent study found that psychological stress and chronically elevated glucocorticoid levels can induce inflammatory enteric glia, exacerbating IBD flare^7^, underscoring the pivotal role of neuroendocrine mediators in relaying the adverse effects of psychological stress to the gut. Additionally, the gut microbiome, which can be dynamically shaped by stress, is widely recognized as a key regulator of brain‒gut crosstalk^6^. Recently, Wei et al. revealed that stress-induced microbial dysbiosis, mediated by sympathetic activation, triggers defects in ISC commitment to secretory cell lineage, emphasizing the significance of this external factor for ISC function, and prompting questions about whether the brain can communicate with ISCs via intrinsic organismal responses and which responses contribute to transmitting stress influences to ISC behaviors^18^. Our study bridges this gap by showing that the elevation of systemic corticosterone levels, resulting from the activation of the HPA axis during stress, directly impairs ISC proliferation and functionality via its receptor NR3Cl, enriching our understanding of the intrinsic brain-to-ISC regulatory pathway.

Notably, although we employed a CRS model similar to that used by Wei et al., we observed distinct effects on ISCs, particularly regarding their differentiation into secretory cells. Wei et al. reported that stress disturbs mitochondrial respiration of intestinal stem cells and contributes to a transferrable impairment of secretory cell differentiation in mice through the gut commensal *Lactobacillus murinus* enrichment and subsequent increases in the production of indole-3-acetate (IAA). We hypothesize that the gut microbiota may play a critical role in these differences. In our experimental setting, we did not observe significant changes in either *L. murinus* or IAA levels following CRS (data not shown). It is well-known that the composition of the gut microbiota is influenced by a variety of factors, including genetic background, environmental conditions, and animal housing facilities^37–39^. Variations in these factors may have resulted in differences in the gut microbiota composition following CRS treatment, potentially explaining the divergent findings between our study and that of Wei et al.

Corticosterone has been reported to suppress the expression of *Gas6* in the dermal papillae and govern hair follicle stem cells (HFSCs) quiescence, indicating its indirect regulatory role in stem cell. Here, we found that this stress hormone can act directly on ISCs through its receptor NR3C1, suggesting diverse pathways and distinct mechanisms involved. In addition, physiological stress can also affect somatic stem cells through catecholamines, such as noradrenaline (also known as norepinephrine). It has been reported that chronic stress can activate sympathetic nerves to release this catecholamine, thus driving melanocyte stem cells (MSCs) proliferation by directly binding to the β_2_-adrenergic receptor, or promoting hematopoietic stem cells (HSCs) expansion by modulating bone marrow niche cells through the β_3_-adrenergic receptor^12,13^. In our study, we observed an increase trend of this hormone in the CRS-exposed mice, but we did not observe any influence on ISC function. Collectively, our finding provides an example in which somatic stem cells are directly regulated by a systemic factor from the adrenal glands, contributing to our current understanding of the regulatory mechanisms that relay the effect of stress to somatic stem cells.

Glucocorticoids, known as cortisol in humans and corticosterone in rodents, are generally recognized as anti-inflammatory agents^40^. Clinically, glucocorticoid receptor agonists such as prednisone and dexamethasone have been widely used to treat inflammatory diseases, including IBD^41^. However, data revealed that only short-term treatment yields beneficial outcomes in patients with IBD^42,43^. Recent research has helped elucidate this phenomenon. Chronically elevated glucocorticoid levels can induce inflammatory enteric glia, which subsequently mediate the appearance and accumulation of TNF-producing monocytes, further exacerbating colitis^7^. In addition to aggravating IBD flares, corticosteroid administration has also been identified as a negative predictor of mucosal healing, a crucial therapeutic goal in IBD, but the precise underlying mechanisms are not yet fully understood^44^. Since mucosal repair primarily depends on the orchestrated regeneration of IECs driven by ISCs, our findings of a significant reduction in both the number and activity of ISCs in the presence of elevated corticosterone levels provide a plausible explanation for the potential mechanisms underlying this clinical phenomenon. In the future, it will be intriguing to investigate whether the mechanism that we have uncovered here contributes to impaired mucosal healing using both the mouse models and clinical IBD samples.

Some limitations of the study should also be acknowledged. Our study predominantly utilized mouse models and an ex vivo organoid system to explore the impact of psychological stress on ISCs and to uncover the underlying cellular and molecular mechanisms. Nonetheless, while these models provide valuable insights, they may not replicate the intricacies of the human intestine. Substantial disparities in genetics, systemic responses to stressors, and the intestinal microenvironment exist between mice and humans, and these differences could affect the influence of psychological stress on ISCs and homeostasis.

## Materials and methods

### Mouse breeding, maintenance and treatment

*Nr3c1*^*fl/fl*^ mice were generated by GemPharmatech. *Lgr5*^*EGFP-IRES-CreERT2*^ mice (Jackson Laboratory; stock number: 008875) and C57BL/6 J mice were obtained from Jackson Laboratory and Shanghai Slack Company, respectively. For the *Nr3c1* knockout experiments, both control mice (*Nr3c1*^*fl/fl*^) and *Lgr5*^*EGFP-IRES-CreERT2*^; *Nr3c1*^*fl/fl*^ mice received an equal dose of tamoxifen (Sigma‒Aldrich, T5648) dissolved in corn oil. In brief, mice were intraperitoneally injected with tamoxifen daily for 5 consecutive days (2 mg/25 g body weight). For analysis of proliferating cells, EdU (Thermo Fisher, A10044) was dissolved in sterile saline and injected intraperitoneally into mice (0.2 mg/25 g body weight) 1.5 h before sacrifice. Mice were assigned to experimental groups based on their genotype (Supplementary Table S1) and randomized into different treatment groups. All mice were maintained under pathogen-free conditions at the Laboratory Animal Centre of Zhejiang University, and provided with water and a standard laboratory diet ad libitum, except where otherwise noted. Both male and female age-matched mice between 8‒10 weeks of age were utilized for the experiments. Alternate between data or samples collection from mice subjected to different treatments was adopted to minimize potential confounders. All animal studies were performed in compliance with the guide for the care and use of laboratory animals, adopting the protocol approved by the Medical Experimental Animal Care Commission of ZJU (#ZJU20220175).

### Stress procedures

CRS was conducted following a previously described method^20^. Briefly, mice were subjected to 3 h of confinement per day at random times in the morning or afternoon over a 3-week period using well-ventilated 50 mL centrifuge tube. During restraint, the CRS mice were unable to move freely within the tube. To control for the potential effects of food and water deprivation during the restraint periods, the control mice were similarly deprived of food and water for the same duration as the CRS mice without the physical restraint.

For CUS, a modified version of established protocols was used^12^. Briefly, mice were exposed to various stressors over a 2-week period. Each day, two of the following stressors were randomly applied: cage tilt for 2 h, isolation for 3.5 h, restraint for 3 h, water stress for 2 h, damp bedding for 2 h, sawdust changes 4 times within a 2-h span, and an empty cage for 4 h.

### ADX

ADX was performed in accordance with previously established protocols^14^. C57BL/6 J mice were anesthetized, and precise incisions were made directly above each adrenal gland on the dorsal skin. In mice undergoing ADX, both adrenal glands were surgically removed. Sham-operated mice underwent identical procedures, except that their adrenal glands were left intact. Since adrenal glands are involved in the secretion of aldosterone to regulate the water-salt balance, both ADX and sham mice were provided with drinking water supplemented with 1% w/v saline solution. One week after recovery from surgery, the mice were subjected to the restraint stress for a duration of 3 weeks. The efficacy of the surgical procedure was evaluated by measuring corticosterone levels in both ADX and sham mice.

### FST

The FST was performed according to a previously described procedure^45^. Briefly, both the control and stress-treated mice were gently placed individually into a transparent cylinder filled with water (25 °C) to a depth where the mice could not reach the bottom with their hind paws for 6 min. The entire process was recorded, and the immobility time was measured during the last 4 min. Mice were considered immobile if they ceased struggling, except for the necessary movement to keep the nose above the water.

### Colitis induction with DSS

Mice were administrated with DSS through drinking water to induce acute colitis as previously described^46^. In brief, sex-matched 8- to 10-week-old mice were subjected to restraint stress for 21 days. On day 14 of this period, both stressed and control mice were fed with DSS (2.0% w/v; 36-50 kDa; MP biomedicals) in drinking water for 7 days to induce colitis. Mice were sacrificed, and intestinal tissues were collected either at the end of colitis induction or two days after returning to regular drinking water. Weight, stool consistency and bleeding score were recorded daily until the end of the experiment. The length of the entire colon was measured, and colonic tissue was collected for subsequent histological and molecular analyses.

### DAI

The clinical sigh of mouse colitis was assessed based on the DAI score, which includes body weight loss, occult blood, stool consistency, as previously described^46^. Mice were scored blindly during the colitis induction. In brief, weight loss score was determined as follows: 0, no weight loss; 1, loss of 1%–5% original weight; 2, loss of 6%–10% original weight; 3, loss of 11%–15% original weight; and 4, loss of 15%–20% original weight. Stool score was determined as follows: 0, well-formed pellets; 1, semi-formed stools that did not adhere to the anus; 2, pasty semi-formed stool that adhered to the anus; and 3-4, liquid stools that adhered to the anus. Bleeding score was determined as follows: 0, no blood by using Hemoccult (Beckman Coulter) analysis; 1, positive Hemoccult; 2, visible blood traces in stool; and 3-4, gross rectal bleeding.

### Histological score

The proximal and distal colonic tissues were fixed in 4% paraformaldehyde for 24 h at room temperature. Following paraffin embedding, 3-µm thick sections were prepared and stained with H&E. Histological assessment of colitis was performed blindly by board-certified pathologist based on the criteria that consist of epithelial damage and inflammatory infiltrate in the mucosa, submucosa, and muscularis/serosa. In brief, the epithelial damage score was determined as follows: 0, absent; 1, the damage of discontinuity; 2, the damage of mucosa erosion; 3, large areas of ulceration. Inflammatory infiltrate score was determined as follows: 0, absent; 1, slight; 2, present; 3, heavy.

### Measurement of stress hormones

For CORT treatment, CORT (Med Chem Express, HY-B1618) was dissolved in 20% sulfobutylether-β-cyclodextrin and intraperitoneally injected either once or daily for 3 weeks at a dose of 5 mg/kg. Plasma CORT levels were determined using an ELISA kit (ARBOR ASSAYS, K014-H1) following the manufacturer’s instructions. Plasma adrenaline and NE were quantified utilizing LC–MS/MS, and all samples were analyzed using a Waters ACQUITY UPLC I-Class coupled with a Waters Xevo TQ-XS tandem quadrupole mass spectrometer.

### Drug treatment

For CORT treatment, CORT (Med Chem Express, HY-B1618) was dissolved in 20% sulfobutylether-β-cyclodextrin and intraperitoneally injected either once or daily for 3 weeks at a dose of 5 mg/kg. The control mice received vehicle (20% sulfobutylether-β-cyclodextrin). For NE treatment, NE (MedChemExpress, HY-13715) was dissolved in 20% sulfobutylether-β-cyclodextrin and intraperitoneally injected daily for 3 weeks at a dose of 1 mg/kg. For SAFit2 treatment, SAFit2 (MedChemExpress, HY-102080) was dissolved in vehicle containing 10% DMSO, 40% PEG300, 5% Tween-80, and 45% saline (with the solvents added sequentially) and administered intraperitoneally once.

### Histology, immunohistochemistry, immunofluorescence and in situ hybridization assays

Mouse small intestinal samples were fixed in 4% paraformaldehyde for 24 h at room temperature and subsequently embedded in paraffin. For histological staining, 3-µm thick sections were prepared and stained with H&E. PAS (Leagene, DG0005), Alpi (Beyotime, P0321S) and EdU (Beyotime, C0078S) stainings were performed following the manufacturer’s instructions.

For immunohistochemistry, sections were dewaxed, rehydrated and subjected to antigen retrieval using 0.01 M citrate buffer (pH=6) at 95 °C for 20 min. After cooling to room temperature, the slices were incubated with 3% H_2_O_2_ for 10 min to quench endogenous peroxidase activity. Subsequently, the sections were blocked with blocking buffer (Beyotime, P0102) at room temperature for 1 h and then incubated with the primary antibody overnight at 4 °C. A mouse/rabbit streptavidin-biotin system (ZSGB-BIO, SP-9001/9002) was used for the secondary antibody, and hematoxylin was used as a counterstain.

For immunofluorescence, sections were incubated with fluorescence-conjugated secondary antibodies (Invitrogen, A21206/A31572/A31573/A31570/A21202/A31571) and counterstained with DAPI (Thermo, 62248) before being covered with anti-quenching reagent (Beyotime, P0126). The primary antibodies used were against Ki-67 (BD Biosciences, 556003, 1:500), β-catenin (Sigma, C7082, 1:400), lysozyme C (Abcam, ab108508, 1:500), ChgA (Abcam, ab254322, 1:10000), Olfm4 (Cell Signaling Technology, 39141, 1:800), and GFP (Abcam, ab13970, 1:800).

In situ hybridization was performed according to the manufacturer’s instructions (PinpoRNA, PIF1000) using *Lgr5* Probe (PinpoRNA, 141602-B2). After incubation with fluorogenic substrate, the sections were blocked using blocking buffer and subsequently processed for protein detection as described above.

### Intestinal epithelial cell isolation and FACS

A single-cell suspension of intestinal epithelium was obtained following a previously established protocol with minor modifications^47^. The small intestine was cut open longitudinally, and the villi were gently scraped off. Subsequently, the remaining tissue was incubated with 5 mM EDTA in PBS for 10 min at 4 °C. After thorough vortexing, the crypt fractions were collected and filtered through a 70 µm cell strainer (BD Biosciences). The collected crypts were then centrifuged at 80× *g* for 5 min and digested with TrypLE (Gibco, 12604013) at 37 °C for 2 min. The resulting single-cell suspension was further passed through a 40 µm cell strainer (BD Biosciences) and subsequently stained with DAPI (BD Biosciences, 564907), Fixable Viability Dye (eBioscience, 65-0863-14), CD45 (BioLegend, 103105), CD31 (BioLegend, 102407), TER119 (BioLegend, 116207), CD24 (BD Biosciences, 562360), and EpCAM (eBioscience, 17-5791-80). Flow cytometric analysis and FACS were conducted using a BD LSRFortessa and BD FACSAria II, respectively. ISCs were identified as FVD450^–^CD31^–^CD45^–^TER119^–^EpCAM^+^CD24^–^eGFP^hi^. EGFP^low^ progenitors were identified as FVD450^–^CD31^–^CD45^–^TER119^–^EpCAM^+^CD24^–^eGFP^low^.

### Intestinal organoid culture

Following the isolation of intestinal crypts as described above, intestinal organoid culture was conducted. Briefly, the collected crypts were quantified and then resuspended in a mixture of culture media (STEMCELL Technologies, 06005) and Matrigel (Corning, 356231) at a 1:1 ratio, with a density of 200 crypts/50 µL. The cell suspension was plated at the center of the well in a 24-well plate, which was subsequently incubated at 37 °C for 30 min to allow the Matrigel to solidify. Then, 500 µL of culture medium (STEMCELL Technologies, 06005) was added to each well, and the plate was subsequently incubated at 37 °C and 5% CO_2_ for further analysis.

For CORT treatment, ENR medium containing 100 ng/mL EGF (PeproTech, 315-09), 100 ng/mL Noggin (PeproTech, 120-10c), and 500 ng/mL R-spondin 1 (PeproTech, 96-120-38) was used for intestinal organoid culture, and the cells were supplemented with CORT at concentrations of 50, 100 or 200 μM or with vehicle (DMSO) 1 day after seeding. For RU486 treatment, ENR medium was supplemented with RU486 (MedChemExpress, HY-13683) at a concentration of 5 μM. For SAFit2 treatment, the ENR medium was supplemented with SAFit2 at a concentration of 0.25 μM.

### Chromatin immunoprecipitation‒quantitative PCR (ChIP‒qPCR)

A ChIP‒qPCR assay was performed using a SimpleChIP Plus Enzymatic Chromatin IP Kit (Magnetic Beads) (Cell Signaling Technology, 9005) according to the manufacturer’s instructions. The ChIP antibodies used included anti-IgG (Cell Signaling Technology, 2729) and anti-NR3C1 (Cell Signaling Technology, 12041S). The ChIP DNAs obtained from ChIP were used as templates in subsequent qPCRs. The qPCR primers used were designed to encompass the promoter regions of specific genes, and the sequences used are listed in Supplementary Table S2.

### Cellular fractionation

After isolation of the intestinal crypts as described above, the collected crypts were washed twice with cold PBS. Subsequently, the cytoplasmic and nuclear fractions of the crypts were separated using a Nuclear and Cytoplasmic Protein Extraction Kit (Beyotime, P0028) following the manufacturer’s recommended procedure. Protein concentrations were determined using an Enhanced BCA protein assay Kit (Beyotime, P0009), and the obtained samples were then subjected to immunoblotting analysis.

### Immunoblotting

Proteins were extracted utilizing RIPA buffer (Beyotime, P0013B) supplemented with PMSF (Thermo, 36978) and phosphatase inhibitors (Thermo, A32961) in accordance with the manufacturer’s instruction. Protein concentrations were determined using an Enhanced BCA Protein Assay Kit (Beyotime, P0009) and then adjusted to a final concentration of 2 µg/µL. Subsequently, the proteins were separated on an 8% SDS‒PAGE gel (Yeasen, 20324ES62) and transferred onto a PVDF membrane (Millipore, IPVH00010). After blocking with 5% bovine serum albumin (BSA; Sangon Biotech, A600903) diluted in TBS-Tween (0.5%) for 1 h at room temperature, the membrane was incubated with primary antibodies, followed by binding with a horseradish peroxidase (HRP)-conjugated secondary antibody. Signal visualization was achieved using an enhanced chemiluminescence (ECL) substrate (Yeasen, 36208ES76), and images were acquired with a GE Amersham Imager 680. The primary antibodies used in this study included rabbit monoclonal anti-GR (NR3C1) (Cell Signaling Technology, 12041S), mouse monoclonal anti-FKBP5 (Cell Signaling Technology, 12210S), rabbit polyclonal anti-Akt (Cell Signaling Technology, 9272S), rabbit monoclonal anti-phospho-Akt (Ser473) (Cell Signaling Technology, 4060S), rabbit polyclonal anti-FOXO1 (Proteintech, 18592-1-AP), mouse monoclonal anti-beta actin (Proteintech, HRP-66009), mouse monoclonal anti-alpha tubulin (Proteintech, HRP-66031) and rabbit polyclonal anti-lamin B1(Proteintech, 12987-1-AP).

### RNA isolation

For all RNA manipulations, the equipment was sterilized according to a standard laboratory protocol, and diethylpyrocarbonate-treated water was utilized. Total RNA was extracted for mRNA analysis using TRIzol reagent according to the manufacturer’s instruction. The quality and quantity of the RNA were measured with a Nanodrop 2000 spectrophotometer.

### RT‒qPCR

RNA was extracted from intestinal crypts or organoids, cell lines, and mouse tissues using TRIzol Reagent (TaKaRa, 9109) according to the manufacturer’s instruction. Subsequently, cDNA libraries were synthesized using the PrimeScript™ RT reagent Kit (TaKaRa, RR037B). qPCR was performed using TB Green^®^ Premix Ex Taq™ (TaKaRa, RR420B) on a LightCycler^®^ 480 instrument (Roche). Ct values were normalized with *β-actin* (*Actb*) as the internal control. The primers used are listed in Supplementary Table S3.

### RNA sequencing and analysis

Total RNA was used as the input material for RNA sample preparation. Fragmentation was carried out using divalent cations under elevated temperature in First Strand Synthesis Reaction Buffer (5×). First-strand cDNA was synthesized using a random hexamer primer and M-MLV reverse transcriptase, with RNase H used to degrade the RNA. Subsequently, second-strand cDNA synthesis was performed using DNA polymerase I and dNTPs. After amplification, the PCR product was purified using AM Pure XP beads, and the library was ultimately obtained. The different libraries were pooled according to their effective concentrations and the target amount of data off the machine and then sequenced on the Illumina Nova Seq 6000 platform. The end reading of the 150 bp pairing was generated. The reference genome mm10 and gene model annotation files were downloaded directly from the genome website. An index of the reference genome was built using HISAT2 (v2.0.5), and the paired-end clean reads were aligned to the reference genome using HISAT2 (v2.0.5). Feature counts (v1.5.0-p3) were used to count the number of reads mapped to each gene. The FPKM of each gene was subsequently calculated based on the length of the gene and the number of reads mapped to it. Differential expression analysis between two groups was performed using the DESeq2 R package (1.20.0). The Cluster Profiler R package (3.8.1) was used to test the statistical enrichment of differentially expressed genes in the KEGG pathways. For GSEA, a local version of the GSEA tool (http://www.broadinstitute.org/gsea/index.jsp) and KEGG datasets were used.

### Sample size and sample collection

No statistical methods were used to determine the sample size for in vivo, ex vivo, or in vitro experiments. However, at least three biologically independent samples were used per experimental group and condition. The assignment of samples and experimental animals to their respective groups was performed randomly. Animal procedures (including genotyping and treatments) were performed by investigators unaware of the experimental design.

### Statistical analysis

All the statistical analyses were performed using GraphPad Prism 9 (GraphPad Software). The data are presented as the mean and standard deviation (SD). The difference between two groups was assessed using an unpaired two-tailed Student’s *t-*test for normally distributed or the Mann‒Whitney test for non-normally distributed data. For comparisons involving multiple variables, one-way ANOVA with Dunnett’s multiple comparisons test for normally distributed data or the Kruskal‒Wallis test with Dunn’s multiple comparisons test for non-normally distributed data was used. A *p* value < 0.05 was considered to indicate statistical significance, and significance levels are denoted by asterisks in the figures (*p < 0.05, **p < 0.01 and ***p < 0.001).

## Supplementary information

Supplementary Figures and Tables

## Data Availability

The mRNA sequencing data have been deposited in the NCBI Gene Expression Omnibus (GEO) with the accession code GSE253827. Any additional information required to reanalyze the data reported in this paper is available from the corresponding author upon request.

How the deposited data were processed for this re-analysis (not part of the article)

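RNA was measured in ISCs sorted from the small intestine of Lgr5-EGFP-IRES-creERT2 mice, in 12 libraries of 4 groups (Ctrl, stress, vehicle and CORT) with 3 libraries each. The condition of every library was taken from its label and the paper. The labels name the stress libraries by the abbreviation the paper uses for chronic restraint, and the paper states a single exposure of 1 day for this experiment, which was used here. The labels give no sequencing date or batch. The paper states that both male and female mice of matched age were used, that mice were randomized to treatments and that sample collection alternated between treatments, and neither the labels nor the text of the paper give the sex for each library. No column of the files was left without a sample (0 columns).
The authors aligned paired 150-bp reads to mm10 with HISAT2 2.0.5, counted them, according to the methods, with featureCounts 1.5.0-p3, and tested them with DESeq2 1.20.0 and clusterProfiler 3.8.1. The deposited table holds estimated counts per gene for all libraries, 47729 genes in total, as whole numbers that are not divided by library size. In genes with a single annotated transcript, coverage times transcript length was 75 bases per count in every library, the default of StringTie's own counting script, and the genes carry the keys that this script writes. The counts are thus covered bases divided by a fixed length, and were treated as estimated counts, rounded to whole numbers. The authors also deposited the FPKM of every gene in each library, and the mean coverage per base (a signal not divided by library size). FPKM served for alternatives only, and coverage only to find the unit of the counts. Of the genes, 47224 matched the gene list of the reference by identifier, and 136 symbols occurred more than once, in which case the gene with the highest mean count was used. Overlapping and antisense genes can share counts, since the counting is not stated to use strand.
The main test was edgeR 4.0.16 (quasi-likelihood F-test, TMM normalization, filterByExpr, Benjamini-Hochberg adjustment) in R 4.3.3, on the 6 libraries of each comparison. Genes past an adjusted p-value of 0.05 and a 2-fold change were called, as in the paper. The standard error of a log2 fold change was its absolute value divided by the square root of the F statistic. The interaction (stress minus Ctrl, minus CORT minus vehicle) was tested on the 12 libraries at an adjusted p-value of 0.05 with no fold-change threshold. Levels per library are CPM with TMM factors over the 12 libraries. Gene lists were tested with limma's camera at its preset correlation of 0.01, with fry and a correlation estimated per list (limma 3.58.1) and preranked GSEA (fgsea 1.28.0) as alternatives, and lists among higher genes with a one-sided Fisher's exact test.
The lists were the stem cell, Wnt-related and proliferation-related genes of Fig. 5b, hand-written lists after the KEGG pathways for FoxO signaling, adipocytokine signaling and circadian rhythm, glucocorticoid targets, PPAR alpha targets that respond to fasting, immediate early genes, S phase genes, G2/M phase genes, Wnt targets, an ISC signature and markers of 8 cell types. The hand-written lists may differ from the KEGG release the authors used. Some single genes of the lists are not reported here. Some genes are in several lists. Of the 131 FoxO, 70 adipocytokine and 30 circadian genes, 32, 29 and 15 are also in another list, as are 7 of 22 glucocorticoid targets, 4 of 22 PPAR alpha targets, 2 of 54 G2/M phase genes, 10 of 18 Wnt targets, 14 of 26 ISC signature genes and 0 of 14 immediate early genes. Lists of clock genes that peak with *Dbp* (*Dbp*, *Tef*, *Hlf*, *Nr1d1*, *Nr1d2*, *Per3* and *Ciart*, of which 2 are in another list) and away from it (*Arntl*, *Npas2*, *Clock*, *Nfil3* and *Cry1*, of which 4 are in another list) were added after the values of *Dbp* and *Tef* had been seen. Benjamini-Hochberg adjustment of list tests ran over 12 tests of the paper's lists, 14 of the further lists, 12 of the markers, 4 of the clock lists, 6 Fisher's tests, 7 tests between vehicle and Ctrl, 6 of the markers between vehicle and Ctrl, 4 of remaining genes between vehicle and Ctrl and 13 of the interaction, and the families of 6 markers and of 4 were set after the data had been seen. Library mapping, tests, lists and most alternatives were fixed before the data were examined. So was the rule for the genes named, which takes every gene the paper names for the sorted ISCs, the 5 higher and 5 lower genes with the smallest adjusted p in each comparison whose treated libraries all lie beyond the control libraries, the 5 with the smallest adjusted p of the interaction and of vehicle vs. Ctrl, sex-linked genes and list members past the thresholds. Genes outside this rule are named as chosen after their values were seen.
The alternatives were DESeq2 1.42.0, its size factors within edgeR, no filter on low counts, at least 10 counts in every library, all 12 libraries in one fit, sample quality weights in limma, log2(FPKM + 1) and log2(FPKM + 0.1) in limma on the same genes, log2(FPKM + 1) with no filter, no fold-change threshold, and each library left out in turn. After the data had been seen, 3 alternatives were added: counts thinned at random to the smallest library, counts halved (150 bases per count, the read length in the paper), and a covariate for the Y share, the level of the Y genes *Ddx3y*, *Uty*, *Kdm5d* and *Eif2s3y* relative to the highest library. Log2 values of FPKM with a pseudocount understate the change of low genes.
The procedure was tested on counts simulated from the means and sizes of the libraries. It recovered 189 of 190 tested genes with a known change in stress vs. Ctrl (99.5%) and 145 of 146 in CORT vs. vehicle (99.3%), with 0 false calls in each, and 0 false calls between vehicle and Ctrl, simulated with no difference. For the interaction, it recovered 42 of 49 genes (85.7%) with 1 false call. Of 200 random lists, camera called 1% at an unadjusted p below 0.05, fry 6%, the estimated correlation 0%, GSEA 1% and Fisher's test 0%, and each method found 100% of 20 lists with a real shift. The simulated genes varied independently of each other with a common dispersion, and every planted change was well above 2-fold. These rates thus do not carry over to lists of genes that vary together, or to small shifts.
Depth limited the weakly expressed genes, most of all in Ctrl, stress, vehicle 3 and vehicle 5, where 12 counts, or 3 read pairs, are 0.700 to 0.753 CPM. Crypt RT-qPCR, organoid, Western blot and ChIP experiments of the paper were not analysed here.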

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

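The tests of sex and of depth on the number of genes that differ between Ctrl and vehicle were set before their results were seen. So was that of sex linkage of the genes higher in stress. Other splits of the libraries for the gene counts and for the S phase and enterocyte lists were also set beforehand. All other tests of explanations in this part were chosen afterwards. The gene tests of vehicle vs. Ctrl and of the interaction were fixed before the data were examined.
The paper compares each treatment with its own control group and does not report a comparison of the control groups. Between vehicle and Ctrl, 49 of 13642 genes passed the thresholds used for the treatments (31 higher and 18 lower in vehicle, edgeR's quasi-likelihood test), and all of these had the libraries of the groups apart, as 16.3% of all genes tested did and 10% would by chance. Of the 10 splits of the 6 libraries into 3 and 3, 1, the real one, gave as many genes, which is the smallest share this design allows. The number ranged from 17 without Ctrl 1 to 103 without vehicle 5. The genes with the smallest adjusted p were *Gm28036*, *Dmbt1* (log2 fold change 1.42, adjusted p = 8.2e-05), *Mmp7* (2.04, adjusted p = 1.8e-04), *Fkbp5* (1.42, adjusted p = 4.0e-04) and *Acadl* (1.09, adjusted p = 4.0e-04). *Gm28036*, at most at 3 counts in the Ctrl libraries and at 11.3 to 17.8 CPM in vehicle (adjusted p = 2.5e-05), also varied within groups, from 0.0622 to 41.4 CPM in stress and from 0.0688 to 56.2 in CORT. It overlaps *Nfs1*, *Rbm12*, *Cpne1* and *Gm37274* on its own strand, *Dmbt1* lies within the annotated span of *Fgfr2*, *Mmp7* overlaps *AV064505* on the opposite strand and *Acadl* overlaps *Gm15793* and *Gm27934*, so these genes are uncertain. Greater depth of vehicle 6 was tested by thinning all libraries to the smallest, which gave 52 genes and so does not account for the number. Whether sex accounts for most of these genes stays open. All 3 Ctrl libraries and vehicle 3 held Y transcripts (86.1% of the highest library in vehicle 3) and little *Xist* (16.8 CPM in vehicle 3), whereas vehicle 5 and vehicle 6 held *Xist* (801 and 704 CPM) and few Y transcripts, and with the Y share as a covariate 8 of the 49 genes still passed. Vehicle 3 also lay apart from the Ctrl libraries for all 49 genes, which sex alone would not give, but it is a single library and the genes were selected on it too, so this does not decide. *Fkbp5* passed by its own test with the covariate (log2 fold change 1.09, adjusted p = 0.0033, edgeR's quasi-likelihood test). That estimate rests on vehicle 3, the only vehicle library with Y transcripts near the level of Ctrl. A sex difference thus stays open for this gene too. Over the alternatives, the adjusted p of *Fkbp5* in vehicle vs. Ctrl reached 0.128.
For *Fkbp5*, a candidate explanation is more glucocorticoid in the injected mice. The other 21 glucocorticoid targets did not move together in vehicle vs. Ctrl (median log2 fold change -0.08, adjusted p = 0.836, camera, over 4 tests of remaining genes). The whole list of 22 had a median of -0.04 (10 of 22 higher, adjusted p = 0.200, camera, over 7 lists), with an adjusted p over the alternatives from 0.0398 toward higher levels with DESeq2 to 0.969 with log2(FPKM + 0.1) values, and with each library left out from 0.0139 without vehicle 3 to 0.785 without Ctrl 3. The S phase, G2/M phase, Wnt target and ISC signature lists had medians of 0.03, -0.01, -0.07 and 0.01 in vehicle vs. Ctrl (adjusted p = 0.533, 0.533, 0.680 and 0.953, with that of the S phase genes at 0.0122 with the Y share as a covariate and up to 0.930 over the alternatives). A milder form of the response to the treatments was tested on 34 other genes that were higher in both treatments, which had a median of -0.027 in vehicle vs. Ctrl (16 of 34 higher, adjusted p = 0.195 over the same 4 tests, camera). Members went both ways in both tests, so neither explanation is excluded. Of the 34, 4 passed the thresholds as higher and 1 as lower; named after their values were seen, *Angptl4*, *Pdk4*, *Hif3a* and *Sult1d1* were higher and *Sgk1* was lower.
Further genes that differ between vehicle and Ctrl were chosen after their values were seen. *Pdk4* and *Angptl4* were higher in vehicle (log2 fold changes 2.66 and 1.75, adjusted p = 0.0034 and 0.0066), and PPAR alpha targets that respond to fasting had a median of 0.66 as a list (17 of 19 higher, adjusted p = 4.0e-26, camera; 0.0413, fry; 0.0431, estimated correlation). The 16 targets left after removing the members chosen by their values were also higher in vehicle (median 0.52, adjusted p = 9.4e-15, camera). Over the alternatives, the adjusted p of *Pdk4* and *Angptl4* reached 0.120 and 0.239. No cause of the higher PPAR alpha targets was tested. Feeding state and the injection that vehicle mice received stay open. *Fos*, *Egr1* and *Jun* were lower in vehicle (log2 fold changes -3.16, -2.91 and -0.78, adjusted p = 0.0015, 0.0015 and 0.0066), and the immediate early genes had a median of -0.82 (14 of 14 lower, adjusted p = 1.3e-23, camera; 0.0301, fry; 0.0333, estimated correlation). The adjusted p of *Fos*, *Egr1* and *Jun* reached 0.163, 0.214 and 0.212 over the alternatives, and that of *Jun* reached 0.0620 with a library left out. Without *Fos*, *Egr1*, *Jun* and *Zfp36*, the other 10 genes still had a median of -0.67 (adjusted p = 2.9e-07, camera), so the difference is of the whole programme. A difference in handling time or dissociation of the cells between the experiments may cause such a shift. Handling and group are the same split here, so a biological cause stays open.
The library stress 4+5+6 held 752 CPM of *Xist*, where the other stress libraries held 2.05 and 0.243 and the Ctrl libraries between 1.44 and 7.01. It also held the Y genes at 25.6% of the highest library, between the libraries with *Xist* alone (0.198% to 6.80%) and those without *Xist* (70.6% to 100%). These values are in line with cells of male and female mice in a single library, as its joined mouse numbers would allow. CORT 4 and CORT 5 also held *Xist* (1331 and 996 CPM), CORT 2 did not (2.27). The paper states that mice of both sexes were used and does not give the sex for each library. Of the 166 genes higher in CORT, 160 still passed with the Y share as a covariate. Of the 84 genes higher in stress, 3 lie on the X or Y chromosome (3.57%, against 3.08% of all genes tested, Fisher's exact test, p = 0.745), so sex linkage does not account for them. Whether cells of both sexes in stress 4+5+6 raised other genes cannot be told apart from the loss of a library. Without it, 42 of the 84 genes still passed, 79 were still above 2-fold, and 37 of the 42 genes that no longer passed were above 2-fold. With the covariate, 32 of the 84 passed.
Stress and CORT changed 56 genes by different amounts (28 with a more positive and 28 with a more negative change in stress; interaction over 12 libraries, 14415 genes tested). The smallest adjusted p-values were those of *Hpgd* (interaction -1.63, adjusted p = 5.4e-04), *Mmp7* (2.18, adjusted p = 6.9e-04), *Clic4* (-1.23, adjusted p = 0.0011), *Gramd3* (1.27, adjusted p = 0.0029) and *Sesn1* (-1.74, adjusted p = 0.0043), and *Trp53inp1* also differed (-1.96, adjusted p = 0.0066). Since *Mmp7* also differs between vehicle and Ctrl, part of an interaction can come from the control groups. The number was 62 with libraries thinned to the smallest, so depth does not account for it, and 60 with the Y share as a covariate. That covariate removes only a shift by sex that is common to all groups. Among the stress and Ctrl libraries only stress 4+5+6 held much *Xist*, whereas vehicle 5, vehicle 6, CORT 4 and CORT 5 did. A response to treatment that differs by sex thus stays open, here and for the lists below. Of 100 drawn splits, 1, the real one, gave as many genes. The number depended on single libraries, from 12 genes without Ctrl 1 to 241 without stress 3. A response that differs between restraint and injection remains a hypothesis, since the treatments were compared with different control groups.
Of 13 lists tested for the interaction, 8 had an adjusted p below 0.05 with camera, and the other 5 (G2/M phase, Wnt targets and markers of ISCs, enteroendocrine cells and tuft cells) had adjusted p-values of 0.0874, 0.482, 0.284, 0.732 and 0.336. Paneth markers had a median interaction of 1.15 (6 of 6 more positive in stress, adjusted p = 4.5e-14, camera; 0.0043, fry; 0.0165, estimated correlation), the only list past the threshold under all 3 tests. Of 100 drawn splits, 1, the real one, gave as small a p. With thinned libraries the adjusted p (camera) was 1.1e-13 and with the Y share as a covariate also 1.1e-13. Neither depth nor a shift by sex common to all groups thus accounts for the interaction of this list. The markers were higher in stress than in Ctrl (median 0.57, 6 of 6 higher, adjusted p = 6.6e-04, camera; 0.127, fry) and lower in CORT than in vehicle (median -0.67, 6 of 6 lower, adjusted p = 2.0e-06, camera; 0.0135, fry; 0.196, estimated correlation), and in vehicle vs. Ctrl the median was -0.18 (2 of 6 higher), although camera placed the list toward higher levels there (adjusted p = 0.0239 over 6 marker lists; 0.213, fry; 0.313, estimated correlation; 0.0077 to 0.992 over the alternatives, and 0.0027 without Ctrl 3, 0.0679 without vehicle 5, 0.0793 without vehicle 6 and 0.375 without Ctrl 2). *Mmp7*, the marker with the highest mean over the 12 libraries, was at 22.1 ± 4.94 CPM in Ctrl, 40.2 ± 0.401 in stress, 90.6 ± 10.6 in vehicle and 36.6 ± 5.19 in CORT, so it rose between the control groups (log2 fold change 2.04), where *Defa24* and *Lyz1* had -0.29 and -0.24. The levels were 45.3 ± 7.49 CPM in Ctrl, 58.7 ± 18.0 in stress, 37.0 ± 1.81 in vehicle and 23.3 ± 5.52 in CORT for *Defa24*, and 41.3 ± 6.29, 67.3 ± 20.6, 34.7 ± 4.65 and 24.5 ± 3.54 for *Lyz1*. *Defa17*, *Defa22* and *Defa24* belong to a family of near-identical copies, so their single values are uncertain. Paneth cells carried over in different amounts and a change of these transcripts in ISCs both stay open as explanations and were not tested.
PPAR alpha targets had a median interaction of 1.10 (20 of 20 more positive in stress, adjusted p = 2.7e-15, camera; 0.0958, fry; 0.133, estimated correlation), and 4 of 100 drawn splits gave as small a p. The adjusted p (camera) was 2.6e-15 with thinned libraries and 5.9e-14 with the covariate. These values argue against depth and against a shift by sex common to all groups as the cause. The list was also higher in vehicle than in Ctrl, so part of the interaction can come from the control groups. Enterocyte transcripts carried by the stress libraries stay open as another part.
The S phase genes had a median interaction of -0.36 (42 of 43 more negative in stress, adjusted p = 2.6e-17, camera; 0.0051, fry; 0.0524, estimated correlation). With thinned libraries the adjusted p (camera) was 4.8e-17 and with the Y share as a covariate it was 7.7e-15. Depth and a shift by sex common to all groups thus do not account for this interaction. Of 100 drawn splits, 10 gave as small a p, so it is not separated from other splits of the libraries. A slower entry into S phase after restraint than after CORT is a hypothesis only.
The other lists past the threshold with camera were less separated from other splits. Glucocorticoid targets had a median interaction of -0.42 (14 of 22 more negative in stress, adjusted p = 5.7e-04, camera; 0.212, fry; 0.310, estimated correlation), and 28 of 100 drawn splits gave as small a p. Immediate early genes had 0.90 (11 of 14 more positive in stress, adjusted p = 0.0221; 0.253; 0.370), with 47 of 100 splits, and were above an adjusted p of 0.05 without Ctrl 1 (0.0775), Ctrl 2 (0.0574), stress 1+2 (0.125), stress 3 (0.105), vehicle 6 (0.0953) or CORT 5 (0.0573). Their median interaction was 0.049 with at least 10 counts in every library (adjusted p = 0.0760), 0.19 with log2(FPKM + 1) (0.165, and 0.0940 with no filter) and 0.52 with log2(FPKM + 0.1) (0.0850), so it depended on the filter and on the values used, with an adjusted p of 0.0066 to 0.370 over the alternatives. The ISC signature had 0.22 (17 of 26 more positive in stress, adjusted p = 0.0111; 0.253; 0.429), with 22 of 100 splits and an adjusted p of 0.140 without CORT 2, 0.0574 without Ctrl 2 and 0.0516 without stress 3. Goblet markers had 0.91 (5 of 6 more positive in stress, adjusted p = 0.0026; 0.253; 0.358), with 37 of 100 splits. Thinned libraries gave adjusted p-values (camera) of 4.2e-04 for glucocorticoid targets, 0.0217 for immediate early genes, 0.0130 for the ISC signature and 0.0023 for goblet markers. The covariate gave 3.4e-04, 0.0098, 0.0118 and 0.0098. Depth and a shift by sex common to all groups thus do not account for these values either.
The enterocyte markers, higher in stress and not in CORT, had a median interaction of 2.94 (5 of 6 more positive in stress, adjusted p = 4.0e-06, camera; 0.143, fry; 0.155, estimated correlation), and 2.02 without stress 4+5+6. It was 2.95 with thinned libraries (adjusted p = 3.1e-06, camera) and 2.57 with the Y share as a covariate (adjusted p = 3.6e-06). Neither depth nor a shift by sex common to all groups thus accounts for it. However, 21 of 100 drawn splits gave as small a p, so the difference between the treatments is not separated from the spread between libraries. In vehicle vs. Ctrl, the same markers were lower (median -0.52, 6 of 6 lower, adjusted p = 5.5e-05 over 6 marker lists, camera; 0.0114, fry; 0.0626, estimated correlation), as were enteroendocrine markers (median -0.78, 6 of 6 lower, adjusted p = 0.0050; 0.254; 0.313; and 0.0863 without Ctrl 2 and 0.0794 without vehicle 5) and the 2 tuft cell markers tested (median -1.23, adjusted p = 0.0052; 0.0080; 0.160). *Fabp2* was at 105 ± 18.2 CPM in Ctrl, 192 ± 109 in stress, 75.3 ± 9.72 in vehicle and 104 ± 6.90 in CORT. *Sis* was at 22.6 ± 3.77 in Ctrl, 231 ± 162 in stress, 12.2 ± 4.47 in vehicle and 11.6 ± 5.55 in CORT. In CORT, preranked GSEA placed the markers among the higher genes (normalized enrichment score 1.87, adjusted p = 0.0011), whereas camera did not. Goblet markers also rose in stress (median 0.93, 6 of 6 higher, adjusted p = 6.7e-05, camera; 0.247, fry), whereas enteroendocrine markers had a median of -0.24 (1 of 6 higher, adjusted p = 0.457). A lower purity of the sorted cells, with all other cell types carried over alike, would raise every list. The log2 ratio of the median level of the enterocyte markers to that of the enteroendocrine markers was 3.21 ± 0.60 in Ctrl (SD, n = 3, highest 3.75) and 5.87 ± 0.99 in stress (lowest 4.73), a change of 2.66 that is beyond the spread of the libraries, which argues against all cell types carried over alike as the cause. A response of the cells to corticosterone would raise the list in CORT too, where its median was -0.033 with 3 of 6 genes higher, which decides nothing. Enterocytes or their transcripts among the sorted cells, or early expression of these genes in ISCs, both stay open.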

How the results depend on the processing

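The thinned counts, the halved counts and the Y share as a covariate were chosen after seeing the data, and all other alternatives of this part were set beforehand.
*Fkbp5* kept its direction and its place past the thresholds in both comparisons under every alternative, and with each library left out its log2 fold change ranged from 1.57 to 1.80 in stress and from 2.29 to 2.51 in CORT. The interaction of this gene, -0.71 (adjusted p = 0.114), fell below 0.05 with DESeq2 (0.0134) and with the Y share (0.0159), within a range up to 0.281. The Wnt-related genes of Fig. 5b in stress also stayed below an adjusted p of 0.05 in every setting, from 3.6e-16 with DESeq2 to 0.0351 with the estimated correlation. Over the gene counts, paper lists, *Fkbp5* and correlation, 326 values under alternatives other than leaving out a library stayed on their side of the threshold or within 1.5 times, 45 moved, 36 were weaker, 2 were stronger and 2 reversed. Over single genes and the further lists, 1586 stayed, 168 were weaker, 17 were stronger and 10 reversed. Where no cause is given below, the cause was not tested.
DESeq2 gave 145 genes higher in stress (84 with edgeR), 87 genes that differ between Ctrl and vehicle (49), 393 genes with an interaction (56) and an r of 0.0919 between the log2 fold changes of the comparisons (0.28). With no filter on low counts there were 25 genes higher and 7 lower in stress (84 and 19), 20 higher and 4 lower in both comparisons (37 and 8) and an r of 0.0891. The correlation was 0.36 with at least 10 counts in every library, 0.24 with all 12 libraries in one fit, 0.25 with sample quality weights, 0.37 with log2(FPKM + 1), 0.32 with log2(FPKM + 1) and no filter and 0.34 with counts halved. Sample quality weights gave 88 genes with an interaction.
With log2(FPKM + 1) in limma, 34 genes were higher and 12 lower in stress, 87 higher and 67 lower in CORT (166 and 108), 23 higher in both, 20 differed between Ctrl and vehicle and 27 had an interaction. With log2(FPKM + 0.1), 40 were higher in stress, 24 differed between Ctrl and vehicle and 22 had an interaction. With log2(FPKM + 1) and no filter, 13 were higher and 5 lower in stress, 64 higher and 43 lower in CORT, 11 higher and 2 lower in both, 17 had an interaction and 0 differed between Ctrl and vehicle, where 1716 had an unadjusted p below 0.05. The Y share as a covariate gave 34 genes higher in stress, 24 higher in both and 16 between Ctrl and vehicle. It takes 1 degree of freedom from 6 libraries. With no fold-change threshold, 179 genes were higher and 81 lower in stress, 533 and 659 in CORT, 91 and 57 in both and 109 between Ctrl and vehicle, more by construction.
The adjusted p of the stem cell genes of Fig. 5b in stress, 0.0488, rose above 0.05 with DESeq2's size factors (0.0508), at least 10 counts in every library (0.0503), all 12 libraries in one fit (0.0539), quality weights (0.0615), log2(FPKM + 1) (0.0935), log2(FPKM + 0.1) (0.104), thinned counts (0.0534), halved counts (0.0555), the Y share (0.251), fry (0.125), the estimated correlation (0.362) and preranked GSEA (0.214). That of the adipocytokine list in stress, 0.0096, rose to 0.0500 with no filter, 0.0615 with quality weights, 0.0563 with log2(FPKM + 0.1), 0.0557 with log2(FPKM + 1) and no filter and 0.0741 with the estimated correlation. The Wnt-related genes in CORT, at 0.0137, rose to 0.0735 with log2(FPKM + 0.1), 0.0670 with fry, 0.224 with the estimated correlation and 0.175 with GSEA. The estimated correlation also gave 0.0741 for the proliferation-related genes in both comparisons and 0.224 for the stem cell genes in CORT, and left 2 of 10 further lists below 0.05. The FoxO list in stress, at 0.125, fell to 0.0264 with fry and 0.0105 with GSEA.
Among the genes higher in stress, the adjusted p of the FoxO genes was 0.206 with log2(FPKM + 1) and no filter. That of the adipocytokine genes was 0.0721 with no filter on low counts, 0.148 with log2(FPKM + 1) and 1 with log2(FPKM + 1) and no filter. That of the circadian genes was 1 with log2(FPKM + 1), with or without a filter, 0.0786 with log2(FPKM + 0.1), 0.162 with thinned counts and 0.0672 with the Y share. Among the genes higher in CORT, log2(FPKM + 1) with no filter gave 0.560 for FoxO, 0.0799 for adipocytokine and 1 for circadian genes.
Some lists changed direction, all at adjusted p-values above 0.05. Each is given here with the range of the adjusted p over its alternatives. These were FoxO (0.406, range 0.0801 to 0.948) and adipocytokine signaling (0.939, range 0.104 to 0.939) in CORT with log2(FPKM + 1) and no filter, PPAR alpha targets in CORT with GSEA (0.420, range 0.0035 to 0.683), goblet markers in CORT with no filter on low counts (0.953) and with log2(FPKM + 1) and no filter (0.934, range 0.772 to 0.991), enteroendocrine markers in CORT with log2(FPKM + 1) (0.973) and log2(FPKM + 0.1) (0.947, range 0.626 to 0.986), tuft markers in CORT with DESeq2 (0.782) and no filter on low counts (0.626, range 0.626 to 0.986), the ISC signature between vehicle and Ctrl with sample quality weights (0.998, range 0.515 to 0.998), and goblet markers between vehicle and Ctrl with all 12 libraries in one fit (0.998) and GSEA (0.984, range 0.0306 with the Y share to 0.998).
Leaving out each library in turn gave 29 (without Ctrl 3) to 248 (without stress 3) genes higher and 7 (without Ctrl 3) to 30 (without stress 3) lower in stress, 104 (without CORT 4) to 163 higher and 74 to 105 lower in CORT, 21 (without Ctrl 3) to 45 higher in both, with 23 without stress 1+2, 4 (without Ctrl 1 or Ctrl 3) to 11 lower in both, 17 (without Ctrl 1) to 103 (without vehicle 5) between Ctrl and vehicle, 12 (without Ctrl 1) to 241 (without stress 3) with an interaction, and an r of 0.20 to 0.28. Why the numbers rose without stress 3 was not tested. Adjusted p-values ranged from 0.0117 to 0.260 (without stress 4+5+6) for the stem cell genes in stress, which were also above 0.05 without Ctrl 1 (0.180), Ctrl 3 (0.0683) and stress 3 (0.0739), 1.1e-04 to 0.0504 (without vehicle 5) for the Wnt-related genes in CORT, and, among the genes higher in stress, 6.3e-04 to 0.129 (without Ctrl 1) for adipocytokine and 0.0018 (without Ctrl 3) to 0.390 (without stress 3) for circadian genes, which were also above 0.05 without Ctrl 1 (0.0826), Ctrl 2 (0.0634), stress 1+2 (0.0748) and stress 4+5+6 (0.0876). The other paper lists stayed on their side of 0.05. Directions reversed for the circadian list in CORT without vehicle 5 (0.729, range 0.468 to 0.909), PPAR alpha targets in CORT without CORT 5 (0.0937, range 4.2e-04 to 0.700), enteroendocrine (0.0804 to 0.993) and tuft markers in stress (0.252 to 0.968) without stress 1+2, goblet markers in CORT (0.146 to 0.941) without vehicle 3, vehicle 5, CORT 4 or CORT 5, enteroendocrine markers in CORT (0.411 to 0.621) without vehicle 6 or CORT 2, and tuft markers in CORT (0.588 to 0.985) without vehicle 6 or CORT 4. Between vehicle and Ctrl they reversed for the S phase genes without vehicle 3 (0.211 to 0.896), the G2/M phase genes without Ctrl 2 or vehicle 6 (0.0670 to 0.762), the ISC signature without Ctrl 2 or vehicle 5 (0.405 to 0.824) and goblet markers without Ctrl 1, Ctrl 2, vehicle 3 or vehicle 5 (0.137 to 0.986). *Lgr5* in stress had log2 fold changes from -0.21 to 0.044, with the positive value without stress 3. Of the values for single genes and further lists with a library left out, 806 stayed, 75 were weaker, 10 were stronger and 21 reversed.
No paired analysis was possible because the groups compared share 1 library number in each comparison, and 2 would be needed.
The counts of Ctrl, stress, vehicle 3 and vehicle 5 limit the weakly expressed genes. With 12 counts, those of 3 read pairs, worth 0.700 to 0.753 CPM there, differences of genes below that level could not be detected reliably, and CORT, with a median of 59689732 counts, reached lower levels than the other groups by its median. Thinned to the smallest library, CORT vs. vehicle still gave 273 genes past the thresholds.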

Differences from the paper's values

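Fig. 5d counts about 190 genes higher in stress vs. Ctrl, read by eye as the sum of its parts, and 84 were found here. Of the alternatives set before the data were examined, DESeq2, the tool named in the paper's methods, gave 145, no fold-change threshold gave 179 and the fit without stress 3 gave 248, which are within 1.5 times of the paper's number. The others were not, with 84 under DESeq2's size factors in edgeR, 25 with no filter on low counts, 95 with at least 10 counts in every library, 119 with all 12 libraries in one fit, 90 with sample quality weights, 34, 40 and 13 with FPKM values, and 29 to 46 in the fits without any other library. The alternatives chosen after seeing the values gave 86 (thinned libraries), 90 (counts halved) and 34 (Y share as a covariate). The paper's 53 genes higher and 11 genes lower in both comparisons stand against 37 and 8 here, within 1.5 times, and 43 and 10 with DESeq2; the fit without CORT 5 gave 11 lower genes. Other settings were further from the 53, with 20 with no filter on low counts, 23, 26 and 11 with FPKM values, 91 with no fold-change threshold and 21 to 34 in the fits without a library, except 45 without stress 3. From the 11, those with no filter on low counts (4), FPKM values (6, 7 and 2) and no fold-change threshold (57) and 7 of the 12 fits without a library (4 to 7) were further than 1.5 times.
By p-value, *Sgk1* and *Ddit4* ranked 2nd and 4th among the genes higher in stress and *Fkbp5* and *Pdk4* 7th and 6th, whereas Fig. 5e lists *Fkbp5* and *Pdk4* and not *Sgk1* and *Ddit4* among its top genes. In CORT, *Fut4* ranked 4th and *Tsc22d3* 7th, whereas Fig. 5e lists *Tsc22d3* and not *Fut4*.
The paper states that FoxO and adipocytokine signaling components were upregulated in both groups by GSEA. Here, preranked GSEA in CORT gave adjusted p-values of 0.0801 and 0.104, and the unadjusted p of the FoxO list was 0.0467. Tested over all genes of the list (camera, fry and GSEA), none of the settings run brought either list in CORT below an adjusted p of 0.05. Among the genes higher in CORT, both lists were below it (Fisher's exact test, adjusted p = 0.00155 and 6.8e-04). The paper states that both treatments suppressed stem cell signature genes. The 7 of Fig. 5b were shown from these same libraries, so testing them as a list is not independent of that choice. Here, *Olfm4* was not lower in either comparison (log2 fold changes 0.23 and 0.15), and *Lgr5* changed by -0.08 in stress, with no setting giving an adjusted p below 0.05 for either gene in stress or for *Olfm4* in CORT. *Lgr5* was lower in CORT (log2 fold change -0.43, adjusted p = 0.0277, edgeR), and the 7 stem cell genes of Fig. 5b were lower as a list in stress (6 of 7 lower, adjusted p = 0.0488, camera; 0.0071 to 0.362 over the alternatives) and in CORT (6 of 7 lower, adjusted p = 0.0047; 1.3e-04 to 0.224).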

Other observations

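The tests of gene order on the genes higher in stress and in both comparisons, of gene length and of other splits were set beforehand. All other tests of explanations in this part were chosen after results were seen. The 14 list tests were fixed before the data were examined, and the clock lists were added afterwards.
Of the lists that the paper does not use, glucocorticoid targets had a median log2 fold change of 1.12 in stress vs. Ctrl (20 of 22 higher, adjusted p = 1.3e-64 over 14 tests, camera; 1.7e-04, fry; 6.7e-04, estimated correlation) and 1.89 in CORT vs. vehicle (21 of 22 higher, adjusted p = 2.9e-48; 0.0076; 0.0416). Of the 22 genes, 7 are in another list. PPAR alpha targets had a median of 0.81 in stress (18 of 19 higher, adjusted p = 3.3e-20, camera; 0.0546, fry; 0.143, estimated correlation) and -0.44 in CORT (16 of 20 lower, adjusted p = 0.264 with camera, 0.0035 with log2(FPKM + 1) and no filter, and 4.2e-04 without vehicle 3). With each library left out, the median in stress ranged from 0.24 to 1.09. Of the members named in this text, *Fabp1* and *Pdk4* had the order of the enterocyte markers in the stress libraries in FPKM, and *Angptl4* did not. Carried enterocyte transcripts thus stay open for part of this list in stress. Wnt targets had medians of -0.22 in stress (12 of 17 lower, adjusted p = 8.1e-05, camera; 0.0057, fry; 0.0537, estimated correlation) and -0.23 in CORT (15 of 17 lower, adjusted p = 0.0010; 0.0339; 0.194), and 4 of its 18 genes are also in the lists of Fig. 5b. The ISC signature had medians of -0.06 (17 of 26 lower, adjusted p = 0.151, and 0.0325 without stress 1+2 and 0.0339 without Ctrl 2) and -0.22 (18 of 26 lower, adjusted p = 0.0016, camera; 0.0676, fry), with 7 of its 26 genes in the lists of Fig. 5b. Immediate early genes had medians of 0.35 (10 of 14 higher, adjusted p = 0.0849, and 5.6e-04 without stress 4+5+6, 9.1e-04 without Ctrl 3 and, over the alternatives, from 3.4e-05 with the Y share as a covariate to 0.539 with the estimated correlation) and -0.19 (8 of 13 lower, adjusted p = 0.264). Of the 14 list tests, 10 had an adjusted p below 0.05 with camera and 2 with the estimated correlation, which were those of the glucocorticoid targets.
S phase genes had a median of -0.17 in stress (35 of 43 lower, adjusted p = 9.5e-07, camera; 0.0339, fry; 0.143, estimated correlation) and 0.16 in CORT (33 of 43 higher, adjusted p = 1.1e-04; 0.0432; 0.347), and 8 of the 43 genes are also in the lists of Fig. 5b. G2/M phase genes were higher in both, with medians of 0.32 (49 of 54 higher, adjusted p = 8.0e-16; 0.0290; 0.143) and 0.26 (44 of 54 higher, adjusted p = 1.2e-06; 0.0260; 0.228). Of the 54 genes, 1 is in the lists of Fig. 5b.
CORT vs. vehicle gave more genes past the thresholds than stress vs. Ctrl. With every library thinned to the smallest, 273 genes passed in CORT and 105 in stress, which argues against depth as the cause. Gene length had a Spearman's rho of -0.051 with the log2 fold changes in CORT, across 14605 of 14656 genes, which are not independent replicates, so a trend with length does not account for them. The larger number in CORT depended on stress 3, without which 248 genes were higher and 30 lower in stress. The CORT fits with a library left out gave 104 to 163 higher and 74 to 105 lower genes. The other stress fits of this form gave 29 to 46 higher genes.
Enterocyte transcripts carried by the stress libraries may account for part of the genes higher in stress. The enterocyte markers had their order 4+5+6, 1+2, 3 in the stress libraries, and 20.1% of all tested genes had the same order. Of the genes higher in stress, 49 of 80 (61.2%) followed it (Fisher's exact test, p = 9.5e-16), and of those not called in CORT 36 of 43 did (83.7%, p = 5.1e-19). Of the genes higher in both comparisons, 13 of 37 did (35.1%, Fisher's exact test, p = 0.024). The difference between the last shares had a p of 1.0e-05 (Fisher's exact test). The markers themselves are not counted among the 80. The genes shared with CORT were also higher in a comparison in which the enterocyte markers did not rise as a list with camera (adjusted p = 0.324). Carried transcripts may thus not be their whole cause. Preranked GSEA did place the markers among the higher genes in CORT (adjusted p = 0.0011), so this stays open. *Fabp1*, *Alpi* and *Sis*, with log2 fold changes of 3.39, 3.60 and 3.35 in stress, had the highest level in stress 4+5+6. Of the 37 shared genes, 26 still passed in stress without that library.
The marker lists not described above did not pass the threshold or were not in the adjusted test. Goblet markers in CORT vs. vehicle had a median of 0.06 (4 of 6 higher) and enteroendocrine markers -0.07 (5 of 6 lower; adjusted p = 0.968 and 0.883, camera). Of the tuft cell markers, 2 were tested, with medians of -0.48 in stress and 0.21 in CORT (adjusted p = 0.393 and 0.968). Of the blood cell markers 1 was tested, with a log2 fold change of 0.12 in stress and -1.09 in CORT, and of the stromal and endothelial markers 1 was tested in stress (-0.05) and 2 in CORT (median 1.16). These lists were left out of the adjusted test. *Pecam1*, 1 of the 2, passed both thresholds in CORT (0.544 ± 0.356 CPM in vehicle, 2.35 ± 0.885 in CORT, adjusted p = 0.0427, and 0.0043 to 0.181 over the alternatives). It no longer passed without vehicle 5 (0.113), vehicle 6 (0.120), CORT 2 (0.0504), CORT 4 (0.134) or CORT 5 (0.159), and it is weakly expressed, so it is uncertain.
Other splits of the 6 libraries into 3 and 3, 10 in each comparison, gave as many genes higher or lower in 1 of 10 cases in both comparisons, which is the real split and the smallest share this design allows. That was also so for the Wnt-related genes of Fig. 5b in stress, the proliferation-related genes in both comparisons, the FoxO and adipocytokine lists in stress and all 6 tests of pathway genes among the higher genes. As small a camera p came from 2 of 10 splits for the stem cell genes in both comparisons, 3 for the Wnt-related genes in CORT, 5 for the circadian list in stress, 7 for the FoxO list in CORT, 5 for the adipocytokine list in CORT and 8 for the circadian list in CORT. Of the 100 pairs of splits of both comparisons, 1, the real one, gave as many genes higher in both, as many lower in both and as large an r between the log2 fold changes. Among the other pairs, the largest overlap was 0 genes and the largest absolute r 0.242.
Among the genes lower in both comparisons, *Dbp*, *Tef* and *Per2* belong to the circadian clock. Genes of the clock that peak with *Dbp* had medians of -1.18 in stress (7 of 7 lower) and -0.90 in CORT (6 of 7 lower; adjusted p = 1.4e-16 in both, camera; 0.0037 and 0.0021, fry; 0.0153 in both, estimated correlation), and genes that peak away from it (*Arntl*, *Npas2*, *Clock*, *Nfil3* and *Cry1*) had 1.01 (4 of 5 higher, adjusted p = 1.9e-05, camera; 0.0021, fry; 0.0153, estimated correlation) and 1.25 (3 of 5 higher, adjusted p = 2.9e-04; 0.0037; 0.0395). *Dbp* and *Tef* had been seen before the first list was written, and *Arntl*, *Npas2* and *Nfil3* of the second are among the genes higher in both comparisons named above, so the lists add little independent evidence. In CORT, the second list had an adjusted p of 0.0877 with log2(FPKM + 1) and no filter and 0.0546 with sample quality weights (from 1.4e-06 with DESeq2 over the alternatives). The other members, *Clock* and *Cry1*, had a median of -0.63 in CORT, and *Cry1* was lower (log2 fold change -1.11, adjusted p = 0.0335, 0.0017 to 0.116 over the alternatives, and 0.0719 without vehicle 3, 0.107 without vehicle 6 or CORT 5 and 0.131 without CORT 4; -0.86 in stress, adjusted p = 0.317, and -0.53 without stress 1+2), whereas a shift in the time of day was predicted to raise it with *Arntl* and *Npas2*. These 2 genes are too few to decide, so cells taken at another time of day in treated than in control mice stay open as an explanation. Glucocorticoids also act on clock genes, and in the paper's protocol for 3 weeks of restraint the sessions were at random times in the morning or afternoon, so a shift of the clock by the treatment stays open as a biological explanation.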
